# Supranutritional Maternal Organic Selenium Supplementation during Different Trimesters of Pregnancy Affects the Muscle Gene Transcriptome of Newborn Beef Calves in a Time-Dependent Manner

**DOI:** 10.3390/genes12121884

**Published:** 2021-11-25

**Authors:** Wellison J. S. Diniz, Gerd Bobe, Joseph J. Klopfenstein, Yunus Gultekin, T. Zane Davis, Alison K. Ward, Jean A. Hall

**Keywords:** beef cattle, fetal programming, maternal nutrition, muscle growth, organic selenium

## Abstract

Selenium (Se) is an essential micronutrient for growth and immune function in beef cattle. We previously showed that supranutritional maternal organic Se supplementation during late pregnancy improves immune function in their newborn calves; however, the effects of maternal organic Se-supplementation on fetal programming during different pregnancy stages have yet to be elucidated. Herein, we investigated the effects of supranutritional maternal organic Se-supplementation in different pregnancy trimesters on their beef calf’s genome-wide transcriptome profiles. Within 12 to 48 h of birth, whole blood and *Longissimus dorsi* (LD) muscle biopsies were collected from calves born to 40 crossbred Angus cows that received, except for the control group (CTR), Se-yeast boluses (105 mg of Se/wk) during the first (TR1), second (TR2), or third (TR3) trimester of gestation. Whole-blood Se concentrations of newborn calves increased from CTR, TR1, TR2 to TR3, whereas muscle Se concentrations of newborn calves were only increased in TR3 group. We identified 3048 unique differentially expressed genes (DEGs) across all group comparisons (FDR ≤ 0.05 and |log2FC| ≥ 1.5). Furthermore, we predicted 237 unique transcription factors that putatively regulate the DEGs. Independent of supplementation trimester, supranutritional maternal organic Se supplementation downregulated genes involved in adaptive immunity in all trimesters. Dependent on supplementation trimester, genes involved in muscle development were upregulated by TR3 Se supplementation and downregulated by TR1 Se-supplementation, and genes involved in collagen formation were downregulated by TR2 Se-supplementation. Supranutritional maternal organic Se supplementation in the last trimester of pregnancy resulted in upregulation of myosin and actin filament associated genes, potentially allowing for optimal muscle function and contraction. Our findings suggest a beneficial effect of supranutritional maternal organic Se supplementation during late gestation on Se-status and muscle development and function of newborn calves.

## 1. Introduction

Selenium (Se) is an essential micronutrient that exerts its functions by incorporating selenocysteine into various selenoproteins, which have oxidoreductase activity [1]. Metabolic functions of selenoproteins include regulation of redox homeostasis, energy homeostasis, and thyroid hormone activation [2]. Selenoproteins can also modulate metabolic functions through transcriptome [3] and epigenome [4] regulation. Because soils in large parts of the US are Se deficient, cattle in these regions are typically Se-supplemented [5]. It is well documented that Se deficiency results in neuromuscular diseases, such as nutritional myodegeneration (white muscle disease) and nutritional muscular dystrophy [6]. Our knowledge about how maternal Se supplementation affects skeletal muscle development is primarily limited to avian and monogastric species [1,7,8].

Current epidemiological studies strongly support an intricate interplay between maternal nutrition and fetal development and programming (reviewed in [9]). The developing fetus is dependent on maternal nutrient availability to meet its nutritional requirements [10]. Thus, an impaired intrauterine environment may alter fetal physiology and metabolic programming with long-term detrimental effects on health and performance [11]. Because of the pivotal involvement of selenoproteins in essential biological functions, an increasing number of studies have focused on their roles during pre- and post-natal maternal nutrition [1,2,7,12,13]. Therefore, we propose that an adequate supply of Se may be important for optimal muscle development of the fetus.

Evidence suggests that biological processes regulating normal growth, development, and nutrient utilization are programmed in utero even during the earliest developmental stages [11,14]. Although the fetal demand for energy and nutrients is greatest during the last trimester [15], maternal nutritional imbalances in early to mid-gestation may negatively impact embryo organogenesis [16]. Primary myogenesis in cattle begins in the embryonic phase, whereas most skeletal muscle fibers are formed during the second trimester, followed by muscle hypertrophy during the last third of gestation [16]. Thus, limited nutrient availability during pregnancy leads to adverse effects on muscle size and intramuscular fat deposition [14,16]. Maternal supranutritional Se supplementation can improve growth of their offspring. In broilers, Gao et al. [1] reported that maternal Se-supplementation increased muscle development by activating myogenic factor. In lambs, maternal supranutritional Se-supplementation improved offspring growth and response to a glucose tolerance test [17]. In Jersey dairy calves, maternal supranutritional Se supplementation improved birth weights and IgG absorption and serum-IgG concentrations [5,18].

Despite increasing interest in the role of maternal Se supplementation on fetal programming and long-term offspring performance in livestock, most of the studies have focused on mid to late gestation Se supplementation [2,5,18,19,20]. Likewise, the main focus of fetal programming has been on macronutrients such as protein or global energy supplementation and (or) restriction [21,22,23]. Furthermore, the mechanisms that underlie the crosstalk between maternal nutrition, including Se supplementation, and offspring developmental programming, are still to be elucidated. Given these limitations, the objective of the current study was to investigate the effects of maternal supranutritional organic Se supplementation in different trimesters of pregnancy on whole blood and muscle Se concentration and muscle gene expression profile of newborn calves. We hypothesized that supranutritional maternal organic Se supplementation increases whole blood and muscle Se concentrations in newborn calves and that supranutritional maternal organic Se supplementation increases expression of genes involved in muscle development; these increases are greater in calves of dams supplemented in the last trimester of pregnancy versus earlier in pregnancy.

## 2. Materials and Methods

### 2.1. Ethics Statement

All experimental procedures were approved by the Oregon State University Institutional Animal Care and Use Committee (ACUP number 2019-0056). All methods were performed following the relevant guidelines and regulations.

### 2.2. Animals and Tissue Collection

This was a prospective clinical trial of 2-years duration (May 2019–June 2021) involving beef calves born to cows that had been supplemented with Se-yeast during various trimesters of pregnancy. Cows were assigned to one of four groups at conception (control and groups 1, 2, and 3 corresponding to trimester of Se-treatment: CTR, TR1, TR2, and TR3, respectively), using a randomized complete block design. These were Angus and Angus-cross cows that had calved at least once previously (*n* = 15 to 25 per group). Cows were bred to one sire using artificial insemination with sexed semen. Cows that did not become pregnant with the sexed semen were then bred using several bulls. Ear tags were used to identify cows.

The cows were located at the Oregon State University Soap Creek ranch, Corvallis, OR. Forage Se concentrations in this region range from 0.06 to 0.11 mg/kg (DM basis) [24,25]. Routine farm management practices [e.g., feeding (pasture and hay), vaccinations, and deworming] were the same for all treatment groups. Except in the CTR group, cows received Se-supplementation during their corresponding pregnancy trimester in the form of three Se-yeast (Phibro Selenium Yeast 2000, Prince Agri Products, Inc., Quincy, IL, USA) boluses per week for 13 weeks, equaling 105 mg Se/wk throughout their treatment trimester. This is five times the upper limit that the National Research Council (NRC) recommends for Se supplementation, but well below the documented toxic threshold (5 mg/kg is defined as the maximum tolerable level in ruminants) [26]. Thus, cows received Se-yeast during the first (TR1), second (TR2), or third (TR3) trimester of gestation. In addition, cows had access to a mineral supplement containing 120 mg/kg Se (US FDA regulations) from Na selenite. Within each group of cows, ten were chosen for repeated measures based on uniform genetic background (black color), medium size, and middle aged (5–9 years). The resulting number of calves that were blood sampled and biopsied per treatment group were as follows: CTR group *n* = 10 (3 females, 7 males), TR1 *n* = 9 (2 females, 7 males), TR2 *n* = 11 (3 females, 8 males), TR3 *n* = 10 (6 females, 4 males).

### 2.3. Whole-Blood and Muscle Collection and Selenium Analysis

Within 12 to 48 h of birth, whole blood (WB) samples were collected from the jugular vein of calves into evacuated EDTA tubes (2 mL; final EDTA concentration 2 g/L; Becton Dickinson, Franklin Lakes, NJ, USA). They were stored on ice and frozen at −20 °C until Se concentrations were measured.

Muscle samples were collected at the same time from the *Longissimus dorsi* (LD) using a Bergstrom biopsy needle (inner diameter: 5 mm). The skin over the biopsy site was shaved, surgically prepped, and 5 mL of 2% lidocaine HCl with epinephrine was injected subcutaneously around the biopsy site to provide a local anesthetic. A 1-cm incision was made through the skin, and the Bergstrom muscle biopsy needle was inserted and used to collect sufficient tissue for analysis (~150 mg). The skin incision was closed with surgical staples, and a topical wound spray was applied to the surgical site. A single dose of flunixin meglumine (2.2 mg/kg body weight) was administered IV immediately after the biopsy was collected to provide analgesia. Muscle biopsies were placed into sterile vials, stored on ice and frozen at −80 °C until Se concentrations and total RNA isolation were performed.

Whole blood and muscle Se concentrations were determined by a commercial laboratory (Utah Veterinary Diagnostic Laboratory, Logan, UT, USA) using an ICP-MS (ELAN 6000, Perkin Elmer, Shelton, CT, USA) method as previously described [27]. Statistical analysis of Se concentrations was performed using PROC GLM in SAS version 9.2 (SAS Institute, Inc., Cary, NC, USA). Fixed effects were the treatment group of the dam and sex of the calf. All tests were two-sided. Statistical significance was declared at *p* ≤ 0.05. Graphs were generated in Prism (version 6.0, GraphPad Software, San Diego, CA, USA).

### 2.4. Total RNA Isolation, Library Preparation, Sequencing, and Data Processing

Total RNA was isolated from the LD muscle using the RNeasy Fibrous Tissue Mini Kit (Qiagen^®^, Germantown, MA, USA), following the manufacturer’s protocol. RNA quality control (quantity and purity) was evaluated using a Nanodrop^®^ spectrophotometer, Agilent 2100 Bioanalyzer^®^, and agarose gel electrophoresis. Strand-specific libraries (poly-A enrichment) were prepared using the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina (New England BioLabs^®^, Ipswich, MA, USA). Paired-end sequencing (150-bp reads) at a depth of 20 M reads/sample was carried out on the Illumina^®^ NovaSeq 600 platform. RNA isolation, library preparation, and RNA sequencing were performed by Novogene Co. (Nanjing, China).

Read quality control (QC) was based on removing sequencing adaptors, low complexity reads, and reads containing low-quality bases. Additionally, reads with a PhredScore lower than 30 were filtered out. Read statistics were estimated and visualized with FastQC v0.11.8 (https://bit.ly/3pCUvar, accessed on 11 January 2021) [28] and MultiQC v1.9 (https://multiqc.info/, accessed on 11 January 2021) [29] software. After QC, clean reads (38 samples) were mapped to the *Bos taurus* reference genome (ARS-UCD 1.2) [30] using the STAR aligner v. 2.7.3a (https://rb.gy/dlgdva, accessed on 11 January 2021) [31]. The –*quantMode GeneCounts* flag from STAR and the annotation information (release 100, *Ensembl*) were used to determine the number of raw counts per gene in each sample. MultiQC was used for post-mapping quality control. Furthermore, exploratory data analyses were based on Principal Component Analysis (PCA) and clustering using the R-packages [32] NOISeq v.2.31.0 (10.18129/B9.bioc.NOISeq) [33], edgeR v.3.30.3 (10.18129/B9.bioc.edgeR) [34], and factoextra v.1.0.7 (https://bit.ly/3s2fZPA, accessed on 11 January 2021) [35].

### 2.5. Transcriptome Analysis

Based on the library sizes and the experimental design, lowly expressed genes (less than 10 counts in 70% of the samples) were filtered out using the edgeR *filterByExpr* function [34]. The gene expression normalization procedure, using the DESeq2 v.1.28.1 (10.18129/B9.bioc.DESeq2) *VST* function, was applied to the remaining genes (*n* = 12,964). The DESeq2 design model included the dam’s age, offspring sex, and treatment group. Differentially expressed genes (DEGs) were identified between the treatments considering the t-test method proposed by Reverter et al. [36] and implemented in the R-package CeTF v.1.0.7 (10.18129/B9.bioc.CeTF) [37]. The differences between the treatments, i.e., TR1 vs. CTR, TR2 vs. CTR, TR3 vs. CTR, were tested, and DEGs were considered significant at an FDR adjusted *p*-value ≤ 0.05 and |log2 FC| ≥ 1.5. The treatments were used as the reference group, and DEGs were classified as up or downregulated based on the log2 fold change direction. Gene annotation was performed using biomaRt v.2.38.0 (10.18129/B9.bioc.biomaRt) [38] based on the *B. taurus Ensembl* database.

We mined the DEG lists in two different ways: first, we examined the DEG lists of the three Se-supplementation vs. CTR comparisons (Figure 1) and identified shared DEGs among the lists. In a second, more-in-depth analysis, we expanded the number of comparisons from 3 to 14 comparisons. We separately examined DEGs that were upregulated uniquely in one of the three Se-supplementation vs. CTR comparisons, as well as DEGs that were shared in upregulation between two or three Se-supplementation vs. CTR comparisons for a total of 7 comparisons and then did the same for downregulated genes.

To shed light on the biological processes and KEGG pathways that underlie the DEGs, functional over-representation analysis was performed. The queried gene lists included the up or downregulated genes together and separately for each contrast, as well as the overlapping DEGs across treatments. The *B. taurus* annotation was used as background. Over-representation analysis was performed using ShinyGO v0.61 [39] and WebGestalt [40]. Significant results were retrieved after *p*-value adjustment using the Benjamini–Hochberg method (FDR *p* ≤ 0.05).

### 2.6. Analysis of Genes Encoding Transcription Factors with Regulatory Potential

To identify key transcription factors putatively regulating the differentially expressed genes, we used the regulatory impact factor analysis (RIF1 and RIF2) proposed by Reverter et al. [41]. To accomplish this, after mining the AnimalTFDB bovine database v.3.0 [42], we filtered out those genes encoding transcription factors not expressed in our dataset. The remaining genes (*n* = 897) were contrasted separately for each DEG list, comparing treatment vs. CTR [22]. Genes encoding key transcription factors with regulatory potential over DEGs were selected if either one of the two RIF scores was greater than |1.96| of the standard deviation (*p*-value < 0.05) [41]. An overview of the experimental design and the analyses workflow is shown in Figure 1.

## 3. Results

### 3.1. Muscle and Whole-Blood Selenium Concentrations and Body Weights of Newborn Calves

Whole-blood (WB) and muscle Se concentrations of calves at birth are shown in Figure 2. Supranutritional maternal Se supplementation during gestation was effective at increasing WB-Se concentrations of calves at birth in all three Se-supplemented groups (all *p* < 0.01) compared with the CTR group (0.131 ± 0.012 ng/mL; mean ± SEM). Among the treatments, the highest WB-Se concentrations were observed in calves of Se-supplemented dams in TR3 (0.437 ± 0.012 ng/mL). Medium and low WB-Se concentrations were observed in calves from dams receiving Se supplement in TR2 (0.250 ± 0.012 ng/mL) and TR1 (0.180 ± 0.012 ng/mL), respectively. Muscle Se concentrations were increased only in calves from dams receiving Se supplement in TR3 (0.443 ± 0.033 ng/mL). In these calves, concentrations of muscle Se were similar to WB-Se concentrations (0.437 ± 0.012 ng/mL). The other three groups had similar muscle Se concentrations (CTR: 0.062 ± 0.033 ng/mL; TR1: 0.116 ± 0.036 ng/mL; TR2: 0.059 ± 0.035 ng/mL). Female calves had higher WB-Se concentrations than male calves (female: 0.263 ± 0.010 ng/mL vs. male: 0.236 ± 0.008 ng/mL; *p* = 0.04). Although muscle Se concentrations were changed by a similar magnitude as WB-Se concentrations, differences based on sex were not significant because of the larger SEMs (female: 0.185 ± 0.028 ng/mL vs. male: 0.155 ± 0.022 ng/mL; *p* = 0.40).

Body weights were lower in calves from the TR1 group (35.9 ± 1.1 kg). Calves of the other three groups had similar body weights (CTR: 39.8 ± 0.9 kg; TR2: 40.0 ± 0.9 kg; TR3: 39.1 ± 0.9 kg). Female calves had lower body weights than male calves (female: 36.2 ± 0.7 kg vs. male: 41.2 ± 0.6 kg; *p* < 0.0001).

### 3.2. RNA-Seq Analysis of Muscle Biopsies of Newborn Calves

Sequencing yielded on average 21.4 million reads per sample, of which 97.6% of reads were uniquely mapped to the *B. taurus* genome (Table S1). After QC, 38 samples (nine or ten per treatment) and 12,964 genes were analyzed.

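The libraries came from LD muscle biopsies of 38 newborn calves, 10 from control dams (CTR) and 9, 10 and 9 from dams given Se-yeast boluses in TR1, TR2 and TR3. The authors removed adapters and low-quality reads, mapped the remaining reads to ARS-UCD1.2 with STAR and counted them per Ensembl gene. The deposited values are these counts, without normalization. The paper's text does not name the strand setting of the counts that were kept, so genes that overlap others or have near-identical copies are reported as uncertain. Of 27607 genes in the deposited table, 21038 had at least 1 count. Total counts per calf lay between 13063938 and 15811440 in CTR (median 13846428) and between 13608459 and 15086566 in TR1 (median 14123441). They lay between 13277125 and 17471666 in TR2 (median 14408353.5) and between 12921223 and 14891765 in TR3 (median 14119290). The mean was 14.3 M counted reads per calf, which is a different measure from the paper's reported 21.4 M sequenced reads. The 10 genes with the most counts held between 16.3 and 25.9% of a calf's counts. The sample labels give 4 females in CTR, 2 in TR1, 3 in TR2 and 5 in TR3. Any 2 calves of a group differed by more than counting error, with a chi-square per degree of freedom of at least 16.7.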

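A filter on low counts, made with edgeR's filterByExpr for sex and treatment group, left 12964 genes. Counts were normalized with TMM factors, which ranged from 0.887 to 1.35. Each Se-supplemented group was compared with CTR by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. All 38 calves entered the fit, with dam age and offspring sex as covariates, as in the paper's design. The youngest dams were 6 years old in CTR and 5 in each other group. For calves of 5-year-old dams the linear age term therefore reaches beyond the CTR ages. With dam age as a factor these calves cannot be compared with CTR directly. A second criterion followed the column Diff of Tables S2 to S4. It is the difference between the group means of DESeq2's variance-stabilized (VST) values, centred on its mean over genes and divided by its SD over genes, and is called the standardized difference here. It has no term for the spread between calves. The largest gap between this value and the paper's listed one was 0.0926 in TR1, 0.0684 in TR2 and 0.0975 in TR3. The copy of Table S4 used here lists 1418 genes, 1 fewer than the paper's text gives. The SD over genes was 0.158, 0.187 and 0.123 units of the VST scale in TR1, TR2 and TR3. This scale follows log2 for genes with high counts. For them the threshold of 1.5 corresponded to a 1.18-fold, 1.22-fold and 1.14-fold difference. Genes with low counts needed a larger fold difference to pass. Gene symbols came from the paper's supplementary tables, which name 2880 of the gene IDs. A gene could be named only where the study called it in these calves or listed it as a regulator, and for this reason no gene list is independent evidence.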

#### 3.2.1. Comparison of the Three Se-Supplemented Groups versus Control

We identified 3048 unique differentially expressed genes (DEGs) with Ensembl IDs across all three TRT vs. CTR comparisons out of 12,946 (24%) tested genes (FDR ≤ 0.05 and |log2FC| ≥ 1.5). 

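With edgeR's quasi-likelihood test, 0 genes reached an adjusted p of 0.05 in TR1, TR2 or TR3 vs. CTR, with or without a log2 fold change of at least 1.5 in size. The smallest adjusted p was 0.0989 in TR1, 0.263 in TR2 and 0.656 in TR3. At an unadjusted p under 0.05 there were 331, 1081 and 175 genes, where 648.2 would be reached by chance in each comparison. Leaving out 1 calf gave 218 (A2052) to 462 (A2057) in TR1 and 694 (A2100) to 1458 (A2068) in TR2. In TR3 it gave 153 (A2065) to 268 (A2033). TR2 had 552 with dam age as a factor and 715 when TR2 and CTR alone were fitted. TR1 had 560 with library sizes in place of TMM and 530 with no covariates. TR3 had 318 when TR3 and CTR alone were fitted. A single test for any difference among the 4 groups called 0 genes, with 790 at an unadjusted p under 0.05. DESeq2 called 0, 1 and 0 genes in TR1, TR2 and TR3, with 366, 1175 and 196 at an unadjusted p under 0.05, and 0 in the test for any difference, with 908. Leaving out the filter on low counts moved TR3 and the test for any difference most: edgeR then called 2 and 13 genes, and still 0 in TR1 and TR2. A log2 fold change of at least 1.5 in size, at any p, was found for 26, 51 and 13 genes. The standardized difference passed its threshold for 3046 genes in at least 1 comparison, 23.5% of the genes tested, and 133 of these lay above it in one comparison and below it in another. Without the filter, 5219 of 21038 genes passed. In simulated counts in which no gene was changed, 1342, 1440 and 1336 genes passed for TR1, TR2 and TR3, while edgeR called 0 in each and DESeq2 called 0, 1 and 0. With 200 genes changed by 0.5 log2 units, edgeR recovered 43, 43 and 24 of them, and with a change of 1 log2 unit 141, 158 and 167, beside 15, 11 and 5 unchanged genes called. Simulated genes were drawn independently of each other, unlike genes of real calves, so these counts do not give the false calls to be met in the data. In the draws of permuted labels, edgeR called up to 6, 1 and 304 genes at an adjusted p of 0.05, with a median of 0 in each comparison.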

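In TR1, the standardized difference lay above its threshold for 693 genes and below it for 673. Of the 1371 genes in Table S2, 1354 passed here in the same direction. The median size of the log2 fold change of the genes that passed was 0.39, and 24 of them reached 1.5. An unadjusted p under 0.05 was found for 284 of them. Without the filter on low counts, 2335 genes passed. The 3 genes with a symbol and the smallest p all had an adjusted p of 1.00 from edgeR. BOLA (ENSBTAG00000002069) had 35.0 ± 25.2 CPM (SD, n = 9) in TR1 and 135 ± 111 CPM (SD, n = 10) in CTR, a log2 fold change of -1.98 (standard error 0.49). Reads of this gene can be shared with near-identical copies in the MHC region, so its value is uncertain. TSPAN33 (ENSBTAG00000007253) had 0.781 ± 0.231 CPM in TR1 and 1.56 ± 0.541 CPM in CTR, and XRCC6 (ENSBTAG00000006103) had 14.1 ± 2.11 and 18.1 ± 1.93 CPM. In all 3 genes, 9 of 9 TR1 calves lay below the CTR median. The smallest adjusted p belonged to ENSBTAG00000014765, a gene without a symbol at 0.00585 CPM in TR1 and 0.322 CPM in CTR, which was chosen after its values were seen. edgeR called this gene when CTR calf A2075 or CTR calf A2096 was left out.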

The comparison between TR1 vs. CTR revealed 694 up and 677 downregulated genes, respectively (Table S2). 

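In TR2, 631 genes lay above the threshold of the standardized difference and 711 below it, and 1328 of the 1340 genes in Table S3 passed in the same direction. Their median log2 fold change was 0.52 in size. Among the genes that passed, 50 had a log2 fold change of at least 1.5 in size and 671 an unadjusted p under 0.05. After ACACB, the genes with a symbol and the smallest p were FGL1 and NAMPT. FGL1 (ENSBTAG00000016177) had 12.4 ± 2.84 CPM (SD, n = 10) in TR2 and 8.00 ± 1.42 CPM (SD, n = 10) in CTR. Its log2 fold change was 0.67 (standard error 0.15, adjusted p = 0.376 from edgeR), and 9 of 10 TR2 calves lay above the CTR median. NAMPT (ENSBTAG00000015509) had 223 ± 222 CPM in TR2 and 78.2 ± 23.1 CPM in CTR, a log2 fold change of 1.64 (standard error 0.41, adjusted p = 0.497) with 8 of 10 calves above the CTR median. TR2 calves A2023, A2099 and A2100 had 619, 635 and 289 CPM of NAMPT, and without A2099 the log2 fold change was 1.20.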

The comparison between TR2 vs. CTR showed more genes down than upregulated by Se-supplementation with 636 and 704 up and downregulated genes (Table S3). 

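In TR3, 763 genes lay above the threshold of the standardized difference and 654 below it. Of the 1418 genes in the copy of Table S4, 1405 passed in the same direction. The genes that passed had a median log2 fold change of 0.34 in size. A log2 fold change of at least 1.5 in size was found for 11 of them, and an unadjusted p under 0.05 for 145. ACVR1B (ENSBTAG00000013555), TTPAL (ENSBTAG00000018873) and ITPRIPL2 (ENSBTAG00000032503) had the smallest p among genes with a symbol. Their log2 fold changes were 0.62 (standard error 0.17), 0.68 (standard error 0.20) and 0.73 (standard error 0.23), and in each 8 of 9 TR3 calves lay above the CTR median. ACVR1B had 3.96 ± 1.01 CPM (SD, n = 9) in TR3 and 2.87 ± 0.542 CPM (SD, n = 10) in CTR. None of the 3 reached an adjusted p of 0.05 with edgeR or with DESeq2. The genes edgeR called without the filter on low counts were ENSBTAG00000000619 and ENSBTAG00000030542, which the filter otherwise removed, and they were named after their values were seen. In the same fit both genes were also called for sex and were higher in males.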

The comparison between TR3 vs. CTR showed more genes up than downregulated by Se-supplementation with 763 and 656 up and downregulated genes (Table S4).

The top ten over-represented GO biological processes (GO terms are italicized) for each of the three TR vs. CTR comparisons are shown in Figure 3 and Table S5 When not considering the direction of change, *muscle structure development* was shared among all three comparisons. The biological processes of *muscle tissue development*, *small molecule biosynthetic process*, and *cellular amino acid metabolic process* were shared between TR1 vs. CTR and TR2 vs. CTR. The top 3 over-represented GO biological processes of TR3 vs. CTR (*growth*, *adaptive thermogenesis*, and *heart development*) were unique to TR3 vs. CTR.

The impact of Se supplementation separately for up and downregulated genes are shown in Figure 4. In Tables S6 and S7, we show the top 30 GO biological processes that were significantly up or downregulated for each of the comparisons. In comparison to the aforementioned analysis that did not consider direction of change in gene expression, there was no overlap among all three TR vs. CTR comparisons. Four upregulated GO biological processes were shared among two TR vs. CTR comparisons (TR1 and TR2 vs. CTR: *cellular response to chemical stimulus*; *negative regulation of biological process*; *negative regulation of cellular process*; and TR2 and TR3 vs. CTR: *positive regulation of cellular process*), and seven downregulated biological processes were shared among two TR vs. CTR comparisons (TR2 and TR3 vs. CTR: six immune response categories; and TR1 and TR2 vs. CTR: *small molecule metabolic process*). The GO biological processes were exclusively upregulated for TR2 vs. CTR (30 upregulated and 0 downregulated) and TR3 vs. CTR (2 upregulated and 0 downregulated) (FDR ≤ 0.05). For the TR2 vs. CTR comparison, 23 out of the 30 upregulated biological process categories included the terms *regulation* or *positive regulation*, indicating positive regulation of gene expression and RNA biosynthetic processes. For the TR3 vs. CTR comparison, the two upregulated biological process categories were *cellular development process* and *developmental process*, indicating muscle growth promoting effects of TR3. In comparison to TR2 or TR3 vs. CTR, GO biological processes were exclusively downregulated for TR1 vs. CTR (0 upregulated and 12 downregulated). For the TR1 vs. CTR comparison, ten out of the 12 identified downregulated biological process categories included the term *muscle*, suggesting an inhibitory effect of TR1 on skeletal muscle development and muscle cell differentiation. The two remaining biological process categories included the term *small molecule*.

In Tables S8 and S9, we show the top 10 biochemical KEGG pathways that were significantly up or downregulated for each comparison. 

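The genes that Table S8 lists under a KEGG pathway were chosen by the study on the same calves, so their directions are not independent evidence. Of the genes listed under the AMPK signaling pathway, 13 of 13 in TR1, 16 of 16 in TR2 and 13 of 13 in TR3 had a positive log2 fold change, with medians of 0.47, 0.63 and 0.28. An unadjusted p under 0.05 was found for 4, 13 and 2 of them with edgeR. Adjusted over the list alone, 3, 11 and 0 genes reached 0.05, and over all genes tested 0 did with edgeR, while DESeq2 called ACACB in TR2. Under insulin resistance, 12 of 12 genes in TR1, 10 of 10 in TR2 and 13 of 14 in TR3 had a positive log2 fold change, with medians of 0.52, 0.53 and 0.24. An unadjusted p under 0.05 was found for 6, 8 and 2 genes, and adjusted over the list alone 2, 6 and 0 reached 0.05.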

All three TR vs. CTR comparisons shared upregulation of energy homeostasis signaling pathways (*AMPK signaling pathway* and *insulin resistance*). In addition, TR1 and TR2 vs. CTR comparisons shared upregulation of two additional energy metabolism-related pathways (*PPAR signaling pathway* and *FoxO signaling pathway*) and *ferroptosis*. 

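All genes listed under these pathways in TR1 and TR2 had positive log2 fold changes. For the FoxO signaling pathway, the medians were 0.53 over 14 genes in TR1 and 0.67 over 12 genes in TR2, with 4 and 6 genes at an unadjusted p under 0.05. Adjusted over the list alone, 0 and 2 of these genes reached 0.05 in edgeR's test. For ferroptosis, 2 of 7 genes in TR1 and 2 of 5 in TR2 had an unadjusted p under 0.05, and 0 reached 0.05 adjusted over the list alone. The 8 genes of the PPAR signaling pathway in TR2 had a median of 0.76, with 4 past 0.05 adjusted over the list alone. No gene of these lists passed 0.05 over all genes tested with edgeR, and DESeq2's one call in TR2 was ACACB, an AMPK and insulin resistance gene in Table S8.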

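Table S9 lists largely the same MHC genes under antigen processing and presentation, graft-versus-host disease, allograft rejection and viral myocarditis. For antigen processing and presentation, 15 of 15 genes in TR1, 17 of 17 in TR2 and 14 of 14 in TR3 had a negative log2 fold change, with medians of -0.55, -0.65 and -0.32. An unadjusted p under 0.05 was found for 2, 6 and 0 of them with edgeR. Adjusted over the list alone, 1, 0 and 0 genes reached 0.05, and 0 did over all genes tested, with edgeR or DESeq2. For the other pathways, the medians lay between -0.69 and -0.59 in TR1, between -0.80 and -0.74 in TR2, and at -0.33 in TR3. The study chose these genes on the same calves, and reads of BOLA genes can be shared among near-identical copies.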

All three TR vs. CTR comparisons showed downregulation of four immune response-related pathways (*antigen processing and presentation*, *graft-versus-host disease*, *allograft rejection*, and *viral myocarditis*). Furthermore, TR1 and TR2 vs. CTR comparisons shared downregulation of biosynthetic pathways (*glycine*, *serine and threonine metabolism* and *metabolic pathways*). 

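The genes Table S9 lists under glycine, serine and threonine metabolism had a median log2 fold change of -0.25 in TR1 (10 of 10 genes negative) and -0.37 in TR2 (9 of 9 negative). With edgeR, 0 of them in TR1 and 3 in TR2 had an unadjusted p under 0.05. None reached 0.05 in either group adjusted over the list alone, or over all genes tested with edgeR or DESeq2.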

The KEGG pathways were primarily downregulated in all three TR vs. CTR comparisons (9 comparisons were downregulated and 1 comparison was upregulated) (FDR ≤ 0.05). All pathways for TR2 vs. CTR were downregulated and immune associated (*antigen processing and presentation*; *phagosome*); the same was true for TR3 vs. CTR (*antigen processing and presentation*, *graft-versus-host disease*, *allograft rejection*, *Epstein-Barr virus infection*, and *viral myocarditis*). 

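Under the PPAR signaling pathway in TR1, Table S8 lists 14 genes, chosen on the same calves. All 14 had positive log2 fold changes, from 0.11 to 1.77 with a median of 0.42. An unadjusted p under 0.05 was found for 4 of them, and 0 reached 0.05 adjusted over the list alone with edgeR.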

TR1 vs. CTR had the only upregulated pathway (*PPAR signaling pathway*). In addition, TR1 vs. CTR had downregulated immune-associated pathways (*antigen processing and presentation*, *graft-versus-host disease*, and *allograft rejection*), as well as downregulated metabolic pathways (*glycine, serine and threonine metabolism*, *metabolic pathways*, *biosynthesis of amino acids*, and *carbon metabolism*).

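The genes listed for TR1 under biosynthesis of amino acids (15 of 15) and carbon metabolism (17 of 17) had negative log2 fold changes between -0.40 and -0.06, with a median of -0.17 in both lists. With edgeR, 0 genes of either list had an unadjusted p under 0.05, and DESeq2 called none of them at an adjusted p of 0.05.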

#### 3.2.2. Unique and Shared Changes between the Se-Supplementation Groups versus Control

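The 3 comparisons share the same CTR calves, so some genes pass in all of them with no effect of treatment. By the standardized difference, 66 genes lay above the threshold in every comparison and 70 below it. To give the overlap that shared controls produce, the 38 treatment labels were permuted over the calves in 99 draws. The median overlap of these draws was 90 genes above the threshold and 99 below it, and 191 in both directions together against the 136 observed. With VST values adjusted for dam age and sex, the alternative that moved this overlap most downward, 79 genes were shared, and without the filter on low counts 253 were.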

A total of 64 genes were upregulated in all three treatments vs. CTR comparisons and a total 70 genes were downregulated (Figure 5; Table S10). 

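Genes above the threshold in TR1 and TR2 and not in TR3 numbered 171, and 167 were below it in the same comparisons only. In the permuted draws the medians were 101 and 107.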

A total of 174 DEGs were upregulated in both TR1 and TR2 vs. CTR but not in TR3 vs. CTR and 168 DEGs were downregulated. In comparison to TR1 and TR2 vs. CTR, less DEGs were uniquely shared between TR2 and TR3 vs. CTR (101 upregulated and 81 downregulated) and between TR1 and TR3 vs. CTR (95 upregulated and 59 downregulated).

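Here 102 genes were above the threshold and 83 below it in TR2 and TR3 only, where permuted labels gave medians of 107 and 109. The observed counts were 66 and 43 with VST values adjusted for dam age and sex. Without the filter on low counts they were 137 and 151. In TR1 and TR3 only, 95 were above and 56 below, against medians of 97 and 102. Across genes, which are not independent replicates, the standardized differences correlated at r = 0.504 between TR1 and TR2, 0.310 between TR2 and TR3 and 0.269 between TR1 and TR3. Permuted labels gave median correlations of 0.463, 0.492 and 0.466 in the same order, since the comparisons share the CTR calves.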

A total of 361 DEGs were only upregulated in TR1 vs. CTR and a total of 380 DEGs were only downregulated in TR1 vs. CTR. A total of 297 DEGs were only upregulated in TR2 vs. CTR and a total of 385 DEGs were only downregulated in TR3 vs. CTR. A total of 503 DEGs were only upregulated in TR3 vs. CTR and a total of 446 DEGs were only downregulated in TR3 vs. CTR.

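Genes that passed the threshold of the standardized difference in a single comparison numbered 361 above and 380 below it in TR1, 292 and 391 in TR2, and 500 and 445 in TR3.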

Gene Ontology enrichment analysis results are shown in Figure 6. 

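The study called 20 lipid metabolism genes in all 3 comparisons, so the list is not independent evidence. Of the 16 listed as upregulated, 15, 15 and 14 had a positive log2 fold change in edgeR's fit in TR1, TR2 and TR3, and the 4 others were negative in each. Over the 20 genes, 8, 10 and 0 had an unadjusted p under 0.05, and 4, 8 and 0 reached 0.05 adjusted over the list alone. Over all genes tested, edgeR called 0 and DESeq2 called ACACB in TR2. ACACB (ENSBTAG00000022058) had 203 ± 25.9 CPM (SD, n = 10) in CTR, 249 ± 46.9 CPM (SD, n = 9) in TR1, 370 ± 186 CPM (SD, n = 10) in TR2 and 257 ± 42.8 CPM (SD, n = 9) in TR3. Its log2 fold change in TR2 was 0.84 (standard error 0.17, adjusted p = 0.263), with 10 of 10 calves above the CTR median. The adjusted p ranged over the alternatives from 0.0137 with DESeq2 to 0.984 with dam age as a factor. LIPE (ENSBTAG00000038321) had 8.67 ± 2.34 CPM in CTR and log2 fold changes of 0.94 (standard error 0.28), 0.92 (standard error 0.27) and 0.39 (standard error 0.29) in TR1, TR2 and TR3. The TR1 value of LIPE was 0.60 without TR1 calf A2052 and 1.04 without TR1 calf A2058. PNPLA2 (ENSBTAG00000005144) had 74.6 ± 17.8 CPM in CTR and 166 ± 111 CPM in TR2, a log2 fold change of 1.19 (standard error 0.36). Its TR1 value of 0.83 was 0.08 without TR1 calf A2052. ANKRD1 (ENSBTAG00000011734) was negative in edgeR's fit, at -0.91, -0.19 and -0.99, and above the threshold of the standardized difference in each comparison. CTR calf A2088 had 2445 CPM of ANKRD1, and without it the log2 fold changes were 0.27, 1.03 and 0.07. NR4A3 (ENSBTAG00000001864) was at 2.01 in TR1, or 0.28 without TR1 calf A2047, and at -0.08 in TR3, or 0.58 with no covariates. ACOT11 in TR1 lost its positive sign without TR1 calf A2040. As a set, the 16 genes had a median log2 fold change of 0.62, 0.78 and 0.31 and adjusted p = 0.0238, 0.00356 and 0.194 from limma's fry. Estimated-correlation camera also passed TR3 (0.0480), while dam age as a factor moved TR1 to 0.0922. Sets of 16 genes drawn among those above the threshold in all 3 comparisons gave a fry p as small in 61, 27 and 98 of 100 splits of the calves, the real one included.

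**Figure D1:**
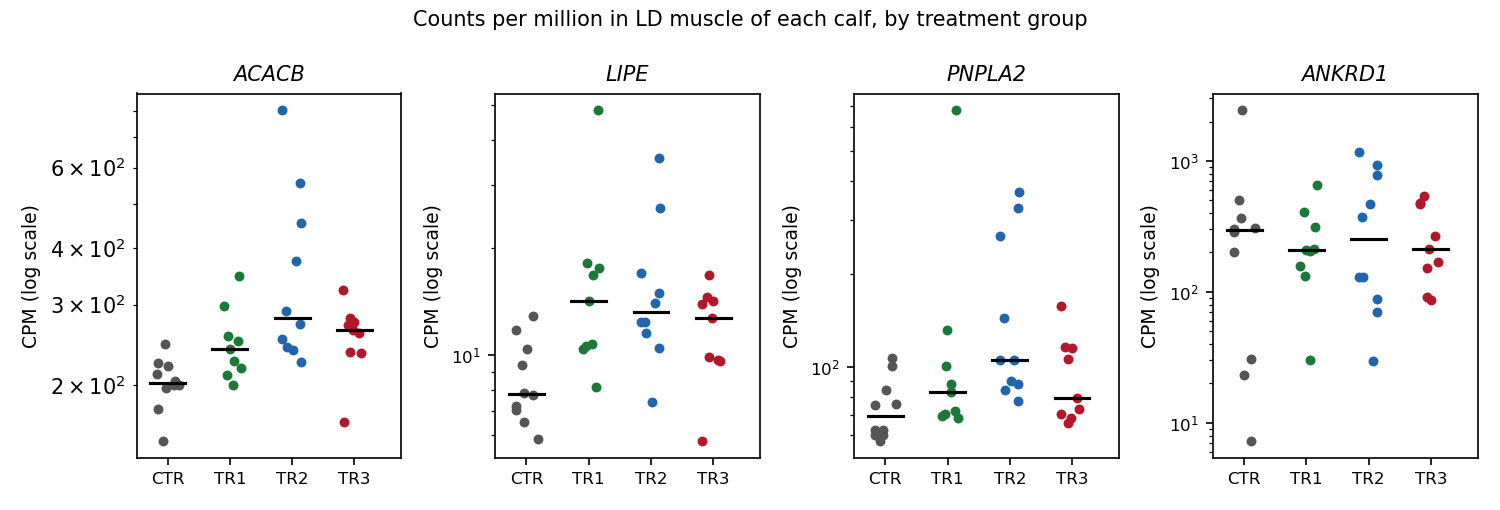
CPM (log axis) of ACACB, LIPE, PNPLA2 and ANKRD1 in each calf by treatment group. Points are calves and bars are group medians. All 10 TR2 calves lie above the CTR median of ACACB and PNPLA2, and CTR calf A2088 lies at 2445 CPM in ANKRD1.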

Independent of supplementation trimester, genes involved with lipid metabolism were primarily upregulated (16 upregulated genes: *ABCA6, ARNTL, ARSG, ACACB, ACOT11, ANKRD1, CPT1A, ERFE, F2, GPAT3, LIPE, PCK1, NR4A3, PNPLA2, OSBPL11,* and *SLC22A4;* and 4 downregulated genes: *ARRDC3, C1qTNF3, ZBTB7C,* and *SLC44A3*). Independent of supplementation trimester, pathways involved in the immune response were downregulated with the strongest impact on genes partaking in the antigen processing and presentation process (all 12 downregulated genes: *CD74, BOLA-DMA, BOLA-DMB, BOLA-DQA2, BOLA-DQA5, BOLA-DQB, BOLA-DRA, BOLA-DRB3, BOLA-NC1, COQ2, MRC1,* and *B2M*). 

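Of the 12 genes, 9 could be paired with a gene ID, and the other three were not analysed here. All 9 had a negative log2 fold change in TR1, TR2 and TR3, with medians of -0.38, -0.65 and -0.18. With edgeR, 1, 3 and 0 of them had an unadjusted p under 0.05. None reached 0.05 adjusted over the list alone, which the study chose on these calves, or over all genes tested with edgeR or DESeq2. CD74 (ENSBTAG00000015228) had 137 ± 76.3 CPM (SD, n = 10) in CTR, 103 ± 43.1 (SD, n = 9) in TR1, 88.9 ± 47.3 (SD, n = 10) in TR2 and 117 ± 67.2 (SD, n = 9) in TR3. In TR2 its log2 fold change was -0.65 (standard error 0.35, adjusted p = 0.601, from 0.574 to 0.984 over the alternatives), and 9 of 10 calves lay below the CTR median. BOLA-DRA (ENSBTAG00000010645) had 39.0 ± 28.1 CPM in CTR and 20.6 ± 12.6 CPM in TR2, a log2 fold change of -0.95 (standard error 0.42). B2M (ENSBTAG00000012330) had 96.5 ± 37.5 CPM in CTR and 73.5 ± 30.4 CPM in TR2. The differences in these genes were smaller than the SD within CTR. CTR calf A2034 decided the sign of several genes in TR3: without it the log2 fold change was 0.06 for CD74, 0.09 for BOLA-DMA, 0.05 for BOLA-DMB and 0.05 for MRC1. As a set, the 9 genes had adjusted p = 0.519, 0.173 and 0.799 from fry in TR1, TR2 and TR3.

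**Figure D2:**
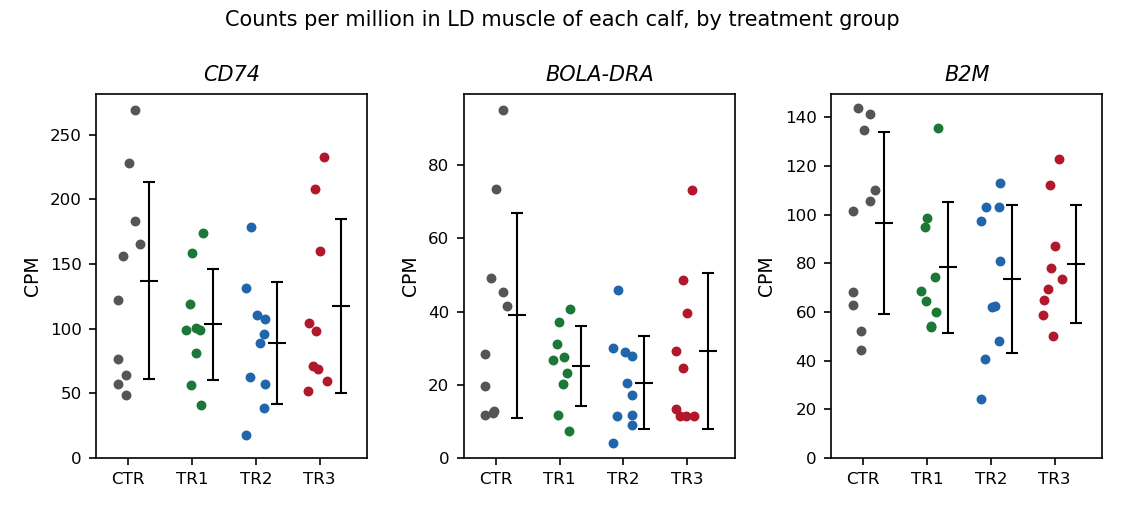
CPM of CD74, BOLA-DRA and B2M in each calf by treatment group. Points are calves, and the mark beside them is the mean with its SD. The CTR mean of CD74 is 137 CPM and that of TR2 is 88.9 CPM.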

At the cellular level, these genes are involved in the MHC protein II complex and the plasma membrane complex (all FDR *p* < 0.001).

TR1 and TR2 vs. CTR shared upregulation of both positive and negative regulatory genes of biological processes and downregulation of genes involved in muscle structure and contraction, genes involved in redox homeostasis, and genes involved in amino acid homeostasis. TR2 and TR3 vs. CTR shared upregulation of positive regulatory genes of biological processes, specifically transcription, and TR1 and TR3 vs. CTR shared downregulation of genes involved in protein folding.

For TR1 vs. CTR alone, there were no KEGG pathways that were upregulated at FDR *p* < 0.01. Muscle development genes were downregulated for TR1 vs. CTR. 

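A list of the 7 myogenic genes that the paper names had a median log2 fold change of -0.34 in TR1, with 6 of 7 genes negative (adjusted p = 0.280 from limma's fry over 20 lists and 3 comparisons). This adjusted p ranged from 0.180 with camera to 0.399 over the alternatives. From the GO biological processes with the term muscle among those downregulated in TR1, the paper proposes an inhibitory effect of TR1 on skeletal muscle development.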

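For muscle structure in TR1, 4 lists were tested with fry, whose members are named only where the study's tables name them. Of 10 fast fibre genes, 10 were lower in TR1 than in CTR, with a median log2 fold change of -0.22 (adjusted p = 0.519). Of these, 1 reached 0.05 adjusted over the list alone. Of 14 myosin heavy and light chain genes, 11 were lower, with a median of -0.17 (adjusted p = 0.549). The 4 slow fibre genes had a median of -0.03 (adjusted p = 0.878), whose direction reversed with library sizes in place of TMM. The developmental myosins were represented by MYH3 and MYH8, both lower, with a median of -0.73 (adjusted p = 0.690).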

At the cellular level, genes involved in muscle structure and contraction were downregulated at *FDR p* < 0.01. In addition, we observed downregulation of genes involved in redox homeostasis as well as genes involved the DNA/RNA metabolism. 

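For TR2, the collagen genes with a symbol were tested as a list of 17. Their median log2 fold change was -0.43, with 10 genes negative and 7 positive, and 5 had an unadjusted p under 0.05 (adjusted p = 0.194 from fry). None reached 0.05 adjusted over the list alone. A list of 12 fibroblast marker genes, taken from general knowledge of the cell type, had a median of -0.59 and 12 of 12 genes negative in TR2 (adjusted p = 0.0224), and 12 reached 0.05 adjusted over the list alone. With dam age as a factor the adjusted p was 0.103, and it was under 0.05 with camera and with library size, no filter, no covariates, sex left out or the 2 groups alone. The markers could enter the list only where the supplementary tables name them.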

For TR2 vs. CTR, we observed that genes involved in extracellular matrix formation, including collagen, were downregulated. Genes involved in biosynthetic processes were upregulated for TR2 vs. CTR. At the cellular level, these genes were involved in the eukaryotic RNA translation (pre)initiation stages. For TR3 vs. CTR, pathways involved in organ and tissue development, including muscle, were upregulated. 

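In TR3, the 7 genes of the myogenic list had a median log2 fold change of 0.23, with 4 genes positive and 3 negative and a mean of 0.03 (adjusted p = 0.578 from fry).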

At the cellular level, genes were primarily involved in the myosin complex and the cytoskeleton (e.g., actin and cytoskeletal protein binding; all FDR *p* < 0.01). 

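For the 14 myosin heavy and light chain genes in TR3, fry gave an upward direction with adjusted p = 0.915, while the median log2 fold change was -0.01 and the mean -0.15. Of these genes, 7 were positive and 7 negative. The direction reversed with dam age as a factor. For the fast fibre genes, 8 of 10 were positive with a median of 0.09 and a mean of -0.08 (adjusted p = 0.879), and the direction reversed when TR3 and CTR alone were fitted.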

The serine, threonine, and glycine KEGG pathway was also upregulated (FDR *p* = 0.008).

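The 7 genes that the paper names for this pathway in TR3 were tested as a list. Their adjusted p was 0.194 with fry and 0.0571 with camera, at a median log2 fold change of 0.29. In Table S8 the pathway has 9 genes in TR3, of which 8 had a positive log2 fold change and 1 an unadjusted p under 0.05 with edgeR.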

### 3.3. Transcription Factors Putatively Regulating the Differentially Expressed Genes

We focused on transcription factors as potential modulators of differential gene expression. Based on the RIF metrics, 235 (26%) out of the 897 genes encoding transcription factors were identified as potential modulators of differential gene expression. These 235 transcription factors covered 37 transcription factor families. The comparison between TR1 vs. CTR revealed 86 transcription factors, of which 59 were unique to this comparison (Table S11). The comparison between TR2 vs. CTR revealed 90 transcription factors, of which 69 were unique (Table S12), and the comparison between TR3 vs. CTR revealed 92 transcription factors, of which 74 were unique (Table S13). Only *ZNF511* and *ZNF768* were shared as regulators among all comparisons. 

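ZNF511 (ENSBTAG00000012416) had 28.5 ± 3.70 CPM (SD, n = 10) in CTR. Its log2 fold changes were -0.03 (standard error 0.19) in TR1, -0.19 (standard error 0.18) in TR2 and 0.11 (standard error 0.20) in TR3, all smaller than or close to their standard errors. The sign in TR1 reversed with library sizes in place of TMM, with dam age as a factor and without TR1 calf A2052. ZNF768 was not analysed here.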

A total of 14 transcription factors were shared uniquely between TR1 and TR2 vs. CTR, 5 transcription factors were shared between TR2 and TR3 vs. CTR, and 11 transcription factors were shared between TR1 and TR3 vs. CTR.

Thirteen transcription factor coding genes were both DEGs and putative regulators of DEGs (based on RIF metrics) for TR1 vs. CTR; 21 genes were both DEGs and putative regulators of DEGs for TR2 vs. CTR, and eight genes were both DEGs and putative regulators of DEGs for TR3 vs. CTR (Table S14). 

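By the standardized difference, the 13, 21 and 8 genes of Table S14 passed the threshold in TR1, TR2 and TR3. With edgeR, 1, 13 and 1 of them had an unadjusted p under 0.05 and 0 reached an adjusted p of 0.05, as with DESeq2. Their median log2 fold change was 0.50, 0.52 and 0.40 in size. In TR1, 9 were positive and 4 negative, in TR2 16 and 5, and in TR3 6 and 2.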

The over-represented biological processes included regulation of *RNA biosynthetic process*, *regulation of transcription*, *regulation of gene expression*, and *RNA metabolic process* (FDR < 0.05; Figure S1). Six, two, and 29 biological pathways were over-represented for TR1, TR2, and TR3 vs. CTR, respectively (FDR *p* ≤ 0.05). While *nuclear receptor* was a shared pathway among all the comparisons, the *B Cell Receptor Signaling Pathway* was common between TR1 and TR2. Most of the pathways were over-represented in TR3 and included *adipogenesis* (shared with TR1); *IL-4, IL-5, IL-7 and IL-9 signaling pathways*; and *thyroid stimulating hormone* (Figure S2).

## 4. Discussion

A growing number of studies have shed light on the role of macro and micronutrients in fetal metabolic programming through genome regulation [1,21,42]. Among the micronutrients, selenoproteins are involved in regulation of energy metabolism and oxidative homeostasis [2]. However, despite increased attention on the role of Se in maternal nutrition [1,2,5,8], little is known about the interplay of maternal Se-supplementation and the genomic mechanisms that underlie fetal programming. Herein, we investigated the effects of supranutritional maternal Se-yeast supplementation in different trimesters of gestation on the newborns calf’s genome-wide muscle transcriptome. In our study, except for the CTR group, all TR groups received five times the maximal FDA-permitted level of Se. Furthermore, all groups had access to Na selenite mineral supplement *ad libitum* throughout this study; thus, all newborn calves were Se-replete and did not show visual signs of Se-deficiency (i.e., white muscle disease or stiff muscle disease) at birth. The normal range of WB-Se in Se-replete calves is 100–250 ng/mL [43].

In calves, supranutritional maternal organic Se-supplementation during the first trimester decreased birth weights compared with CTR, but had no impact on birthweights when maternal supplementation was in the second or third trimester. We previously reported that supranutritional maternal Se-yeast supplementation improved lamb growth [44] and that Se-supplementation during the backgrounding period increased body weight in weaned beef calves [27]. Furthermore, we reported that maternal Se-yeast supplementation of Jersey dairy cows in the last 8 weeks of gestation improved calf birth weights and 14-day body weights [5]. Maternal organic Se-supplementation of beef cows during the last 8 to 12 weeks of gestation by feeding Se-enriched forages increased WB-Se concentrations in their offspring, but did not affect birthweights [18]. In summary, while the effects of source, level, and time of Se supplementation on animal performance are still debatable [2,5], we conclude that maternal supranutritional supplementation of Se during the latter stages of pregnancy does not impact fetal growth; however, maternal supplementation during the first trimester of pregnancy may decrease birth weights.

To the best of our knowledge, this is the first study investigating the effects of maternal supranutritional Se-yeast supplementation (primarily in the form of selenomethionine) during different trimesters of gestation in beef cows on the LD muscle gene transcriptome of their newborn calves. Herein, our discussion will focus on the role of organic Se in gene expression effects that are trimester of supplementation specific (muscle development and energy metabolism) and trimester of supplementation nonspecific (adaptive immunity and lipid metabolism). Because there is a lack of knowledge in the literature regarding the interplay between organic Se and fetal programming, as well as its potential effects in fetal development in cattle, we will draw a parallel between our findings and the current research in other livestock species and animal models.

### 4.1. Supranutritional Maternal Se-Yeast Supplementation Effects on the Longissimus Dorsi Muscle Transcriptome That Are Dependent on the Trimester of Supplementation

The fetal period is critical for muscle development as unbalanced or inadequate maternal nutrition limits myogenesis [12,16,21,45]. Although primary myogenesis starts during the embryonic stage, most skeletal muscle fibers are formed in mid-gestation, followed by muscle hypertrophy during the last trimester of pregnancy [16].

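The groups of different trimesters were also compared directly. In TR3 vs. TR1, edgeR called 0 genes at an adjusted p of 0.05, with 758 at an unadjusted p under 0.05, and DESeq2 called 0, with 779. The 758 became 1245 when TR3 and TR1 alone were fitted and 1000 with library sizes in place of TMM. With no covariates it became 668, and 0 genes were called in each of these fits. Without the filter on low counts, edgeR called 11. The gene with a symbol and the smallest p was ZNF277 (ENSBTAG00000013050), at 8.06 ± 2.27 CPM (SD, n = 9) in TR3 and 14.5 ± 7.72 CPM (SD, n = 9) in TR1. Its log2 fold change was -0.97 (standard error 0.22, adjusted p = 0.697), with 8 of 9 TR3 calves below the TR1 median. ARMC2 and ARRDC2 followed, of which TR1 calf A2052 had 63.7 and 183 CPM, and no calf was left out in turn for this comparison.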

Findings in the current study revealed that the effect of supranutritional maternal organic Se supplementation may differ by pregnancy trimester. In calves from cows that received organic Se supplementation in the first trimester of pregnancy, genes involved in muscle development (specifically muscle structure related genes) were downregulated, which was linked to lower birth weights. In comparison, supranutritional maternal organic Se supplementation in the last trimester of pregnancy resulted in upregulation of genes involved in muscle function (specifically myosin and actin filament associated genes), potentially allowing for optimal muscle function and contraction. In calves from cows that received organic Se supplementation in the second trimester of pregnancy, genes involved in extracellular matrix development (specifically collagen-related genes) were downregulated. The interplay between Se supplementation and muscle metabolism has been recognized in several studies [1,13], although its precise role remains unclear [6]. It appears that supranutritional maternal Se-yeast supplementation in the last trimester may improve muscle function of newborn calves. Furthermore, supranutritional maternal Se-yeast supplementation in the last trimester may prevent Se-deficiency linked diseases (i.e., rigid/stiff lamb syndrome and white muscle disease). Selenium deficiency limits muscle function and can be treated acutely using Se-injections; however, long-term Se-deficiency results in myodegeneration and replacement of muscle fibers with fibrous connective tissue and calcification [46]. Thus, the amount of Se needed for optimal muscle function may be higher than current recommendations.

Decreased transcription and translation is an obvious link to decreased muscle growth and birth weight in newborn calves. Yim et al. [13] observed lower amino acid and nucleotide levels in Se-deficient mice. Gao et al. [1] reported that maternal Se supplementation led to improved skeletal muscle growth through protein synthesis activation in chicks. Our functional analysis revealed a link between less muscle growth and cellular amino acid (AA) and nucleotide synthesis. The calves from TR1 supplemented cows had downregulation of both amino acid metabolism and DNA/RNA metabolic processes. In comparison, upregulation of glycine, serine and threonine metabolism (7 genes upregulated: *ALAS1, AOC2, DLD, GLYCTK, PHGDH, PSPH,* and *SHMT2*; *FDR p* = 0.008), precursors for the synthesis of proteins and nucleotides, were linked to upregulation of muscle development in TR3 calves. Thus, supranutritional maternal Se-yeast supplementation during the first trimester may impede muscle growth by limiting amino acid and nucleotide synthesis, whereas supranutritional maternal Se-yeast supplementation during the last trimester may promote muscle function by increasing glycine, serine and threonine metabolism.

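In TR3, AOC2 (ENSBTAG00000030334) had 3.42 ± 0.931 CPM (SD, n = 9) and 2.56 ± 0.538 CPM (SD, n = 10) in CTR, a log2 fold change of 0.45 (standard error 0.19, adjusted p = 1.00 from edgeR). It was the one gene of the 7 with an unadjusted p under 0.05. GLYCTK (ENSBTAG00000021695) had a log2 fold change of 0.29 (standard error 0.15), and in both genes 8 of 9 calves lay above the CTR median. PHGDH (ENSBTAG00000039719) had 32.6 ± 31.1 CPM in TR3 and 26.4 ± 25.4 CPM in CTR, and PSPH (ENSBTAG00000013081) had 45.4 ± 42.9 and 33.7 ± 27.3 CPM, with standard errors of 0.78 and 0.71 around log2 fold changes of 0.44 and 0.66. The log2 fold change was 0.24 for ALAS1, 0.23 for DLD and 0.20 for SHMT2. Without TR3 calf A2065, PHGDH was at 0.03, SHMT2 at 0.06 and PSPH at 0.32. Without CTR calf A2075, PHGDH was at 1.14, SHMT2 at 0.35 and PSPH at 0.89. Adjusted over the list alone, 0 of the 7 genes reached 0.05, either vs. CTR or in TR3 vs. TR1, where all 7 were higher in TR3.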

Myogenic regulatory factors are an important control element for muscle growth [47]. Gao et al. [1] showed that maternal Se supplementation of broiler hens increased expression of myogenic factors (*MYF5, MYOD, MYOG*) in breast muscle of their offspring. Diniz et al. [22] reported that these transcription factors differentially connected and negatively affected myogenesis in nutrient-restricted bovine fetuses. In the current study, the effect of maternal supranutritional Se-yeast supplementation on myogenic gene expression reflected the supplementation trimester-dependent change for muscle development. Whereas muscle development and myogenic regulatory factors (i.e., *MYF3, MYF6, MYH1, MYH3, MYH6, MYOG, MYL3*) were all downregulated in calves from TR1 dams, muscle development and myogenic regulatory factors (i.e., *MYF3, MYH1, MYH3, MYH6, MYOG, MYL3*) were all upregulated in calves from TR3 dams, and some of the myogenic regulatory factors (*MYF6* and *MYH1*) were upregulated in calves from TR2. Thus, myogenic transcription factors may in part explain the differential effects of maternal Se-yeast supplementation on the LD muscle transcriptome.

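In TR1, 6 of the 7 genes had a negative log2 fold change in edgeR's fit, from -1.41 for MYH3 (ENSBTAG00000011803) to -0.11 for MYOG (ENSBTAG00000006030). MYF3, listed under the symbol MYOD1 (ENSBTAG00000002216), was at 0.12 (standard error 0.35), or -0.08 without TR1 calf A2057. In TR3, 4 of 6 were positive. MYOD1 was at 0.55 (standard error 0.35), MYOG at 0.45 (standard error 0.28), MYL3 (ENSBTAG00000008394) at 0.23 (standard error 0.28) and MYH1 (ENSBTAG00000018204) at 0.24 (standard error 0.57), which was -0.09 when TR3 and CTR alone were fitted. In each of these 4 genes, 8 of 9 TR3 calves lay above the CTR median. MYH3 and MYH6 (ENSBTAG00000040053) had log2 fold changes of -0.92 and -0.13 in TR3, while their standardized differences were 1.62 and 2.31. Without CTR calf A2034, MYH6 was at 0.62 in TR3 and 0.30 in TR1. Without TR1 calf A2052, MYOG in TR1 was at 0.10. In TR2, MYF6 (ENSBTAG00000014003) was at 0.28 (standard error 0.18, adjusted p = 0.662, 8 of 10 calves above the CTR median) and MYH1 at 0.08 (standard error 0.54), or -0.11 without CTR calf A2035. MYF6 in TR2 was at 0.12 without TR2 calf A2100 and 0.45 without CTR calf A2088. MYL3 in TR3 was at 0.11 without CTR calf A2075 and 0.30 without TR3 calf A2033. MYH1 had 17707 ± 13124 CPM (SD, n = 10) in CTR, a spread that includes calves at 939 and 1024 CPM. MYOG had 58.4 ± 16.2 CPM (SD, n = 10) in CTR, 54.2 ± 24.0 (SD, n = 9) in TR1 and 77.4 ± 16.4 (SD, n = 9) in TR3. None of these genes had an unadjusted p under 0.05 vs. CTR with edgeR, and none reached 0.05 adjusted over the list alone. TR3 vs. TR1 itself gave a log2 fold change of 0.56 (standard error 0.31, adjusted p = 0.865, 9 of 9 TR3 calves above the TR1 median) for MYOG and 0.53 (standard error 0.28) for MYL3. The smallest p of that comparison adjusted over the list alone was 0.271.

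**Figure D3:**
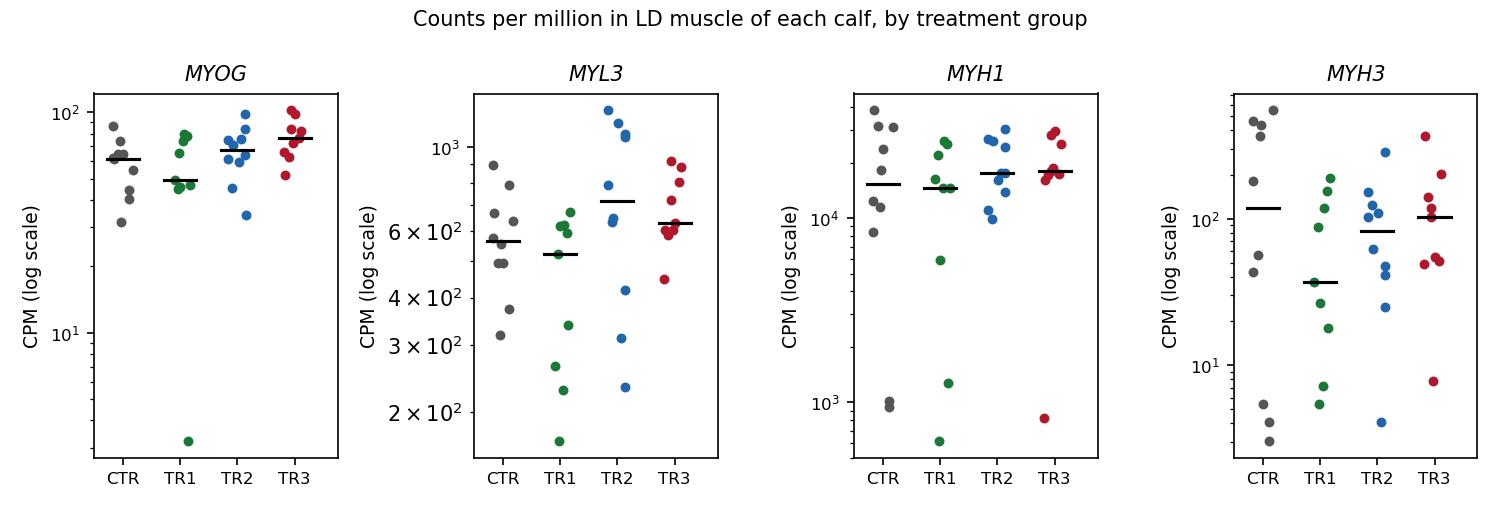
CPM (log axis) of MYOG, MYL3, MYH1 and MYH3 in each calf by treatment group. Points are calves and bars are group medians. In TR3, 8 of 9 calves lie above the CTR median of MYOG, MYL3 and MYH1.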

We identified signaling pathways (i.e., *FOXO signaling pathway* and *AMPK signaling pathway*) in LD muscle of newborn beef calves as potential molecular targets for muscle formation and function via supranutritional maternal Se-yeast supplementation. Among the FOXO isoforms important for skeletal muscle, we identified *FOXO1*, *FOXO3,* and *FOXO4* as upregulated in TR1 and TR2 calves. In comparison, *FOXO1* was downregulated in TR3 and *FOXO6* was upregulated in TR3 calves. In addition, the FOXO-responsive genes *MDM2* and *PCK2* were downregulated in calves from TR1 dams and upregulated in calves from TR3 dams. 

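FOXO1 (ENSBTAG00000044105) had log2 fold changes of 0.35 (standard error 0.51) in TR1 and 0.68 (standard error 0.48) in TR2. Its sign in TR1 reversed with dam age as a factor (-0.06) and without TR1 calf A2052 (-0.07). FOXO3 (ENSBTAG00000011234) was at 0.55 in TR1, or -0.09 without TR1 calf A2052, and at 0.77 in TR2, where 4 of 10 calves lay above the CTR median. FOXO4 (ENSBTAG00000004879) was at 0.35 (standard error 0.20) in TR1, or 0.16 without TR1 calf A2052, and at 0.34 (standard error 0.19) in TR2. FOXO3 in TR2 was the one value with an unadjusted p under 0.05 (adjusted p = 0.589 from edgeR). Without TR2 calf A2099, the TR2 values were 0.16 for FOXO3 and 0.32 for FOXO1. Without CTR calf A2088, FOXO1 was at 0.73 in TR1 and 1.12 in TR2.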

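In TR3 the log2 fold change of FOXO1 was -0.64 (standard error 0.54), with 7 of 9 calves below the CTR median. It was -0.27 without CTR calf A2088 and -0.88 without TR3 calf A2074. FOXO6 (ENSBTAG00000024115) had 72.8 ± 21.6 CPM (SD, n = 9) in TR3 and 55.2 ± 14.3 CPM (SD, n = 10) in CTR, a log2 fold change of 0.51 (standard error 0.21, adjusted p = 1.00) with 8 of 9 calves above the CTR median. In TR3 vs. TR1 it was at 0.59 (standard error 0.22, adjusted p = 0.816) with p = 0.0335 adjusted over the list alone, a list the study chose on these calves.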

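MDM2 (ENSBTAG00000010422) had a log2 fold change of -0.30 (standard error 0.17, 7 of 9 calves below the CTR median) in TR1 and 0.28 (standard error 0.18, 6 of 9 above) in TR3. In TR3 vs. TR1 it was at 0.58 (standard error 0.19, adjusted p = 0.800), with 9 of 9 TR3 calves above the TR1 median and p = 0.0240 adjusted over the list alone. PCK2 (ENSBTAG00000011934) was at 0.06 (standard error 0.88) in TR1 and 0.67 (standard error 0.82) in TR3. Single calves decided both signs: without TR1 calf A2057 the TR1 value was -1.17, and without TR3 calf A2065 the TR3 value was -0.03. The TR1 value also reversed with dam age as a factor and when TR1 and CTR alone were fitted.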

Decreased muscle mass and fiber atrophy have been associated with the upregulation of *FOXO1* and *FOXO3* [48], whereas *FOXO6* mediates insulin action on target gene expression [49]. In broilers, maternal Se supplementation promoted mTOR and FOXO phosphorylation and activation [1]. Thus, maternal organic Se-yeast supplementation may, in part, impact muscle growth and the LD muscle transcriptome via the *FOXO signaling pathway*. In the current study, *PRKAG3* (i.e., AMPK) was upregulated in calves from TR3 supplemented cows and downregulated in TR1 supplemented cows. In addition, a total of 13 AMPK target genes (*ACACB, CAB39L, CPT1A, CREB1, LIPE, PCK1, PCK2, PFKFB4, PRKAG3, PPP2R1B, SLC2A4, SREBF1,* and *ULK1*) were upregulated in TR3 calves. 

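PRKAG3 (ENSBTAG00000013492) had 63.8 ± 32.8 CPM (SD, n = 10) in CTR, 46.9 ± 22.8 CPM (SD, n = 9) in TR1 and 71.7 ± 26.3 CPM (SD, n = 9) in TR3. The log2 fold change was -0.34 (standard error 0.35) in TR1, with 8 of 9 calves below the CTR median, and 0.23 (standard error 0.36) in TR3, with 7 of 9 above it. Leaving out 1 CTR calf gave -0.49 (A2035) to -0.13 (A2042) in TR1. In TR3 the log2 fold change was 0.12 without CTR calf A2034 and 0.39 without TR3 calf A2033. In TR3 vs. TR1 it was 0.57 (standard error 0.38, adjusted p = 0.886 from edgeR). Each difference was smaller than the SD within CTR.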

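All 13 genes had a positive log2 fold change in TR3, from 0.17 to 0.67. With edgeR, 2 had an unadjusted p under 0.05, 0 reached 0.05 adjusted over the list alone, and neither edgeR nor DESeq2 called one over all genes tested. PPP2R1B (ENSBTAG00000020277) had 11.2 ± 1.14 CPM (SD, n = 9) in TR3 and 9.02 ± 1.53 CPM (SD, n = 10) in CTR, a log2 fold change of 0.31 (standard error 0.12) with 9 of 9 calves above the CTR median. CREB1 (ENSBTAG00000005474) was at 0.40 (standard error 0.19). As a set, the 13 genes had adjusted p = 0.0114 from fry in TR3, or 0.0642 with library sizes in place of TMM. The study chose them in TR3: sets of 13 genes drawn among those above the threshold in TR3 gave a fry p as small in 52 of 100 splits of the calves, the real one included.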

The FOXO family members interact with AMPK and mTOR in response to nutrient availability and control protein synthesis and energy homeostasis [48,50]. Thus, supranutritional maternal Se-yeast supplementation may promote muscle growth by altering the nutrient-sensing FOXO and AMPK axes.

### 4.2. Supranutritional Maternal Se-Yeast Supplementation Effects on the Longissimus Dorsi Muscle Transcriptome That Are Independent of the Trimester of Supplementation

The most striking changes in LD muscle transcriptome that were independent of the trimester of Se supplementation affected pathways involved with immune response. These were downregulated in the LD muscle transcriptome of newborn calves from Se-supplemented cows. 

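MHC class II expression was also tested with a list of 7 genes, which included BOLA-DRA, BOLA-DMA and CD74 and whose members have a symbol only where the study's tables list them. All 7 had negative log2 fold changes in the 3 comparisons, with medians of -0.55 in TR1, -0.95 in TR2 and -0.23 in TR3. Adjusted p from fry was 0.526, 0.173 and 0.822. Adjusted over the list alone, 4 genes in TR2 and 0 in the other two comparisons reached 0.05 with edgeR, where an unadjusted p under 0.05 was found for 1, 4 and 0 genes.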

The strongest impact was on genes involved in the MHC class II protein complex and the plasma membrane complex (all 12 downregulated genes: *CD74, BOLA-DMA, BOLA-DMB, BOLA-DQA2, BOLA-DQA5, BOLA-DQB, BOLA-DRA, BOLA-DRB3, BOLA-NC1, COQ2, MRC1,* and *B2M*). Muscle myocytes can facultatively express MHC class II proteins in response to cytokine induction and, thus, participate in the adaptive immune response [51,52]. Immune cell infiltrates and inflammation are part of the pathology of white muscle disease [53]. Thus, supranutritional maternal Se-yeast supplementation may prevent proinflammatory processes in the muscle.

We previously have shown in whole-blood neutrophils of ewes that supranutritional Se-yeast supplementation upregulated genes involved in bacterial recognition (*TLR4, L-Sel*, and *IL-8R*) and decreased *PPM1A*, which is a negative regulator of cell stress response pathways. Many of the ewes were clinically diseased with foot rot [54]. In recently weaned, visually healthy beef calves that were supplemented with Se-enriched alfalfa hay during the backgrounding period, *IL-8R* and *L-Sel* were downregulated and *PPM1A* was not affected by Se-supplementation [55]. In the current study, none of these genes were differentially expressed by supranutritional Se supplementation. We hypothesize that supranutritional maternal Se-yeast supplementation may downregulate LD muscle genes involved in immune responses to provide more energy and nutrients for muscle growth and function; i.e., supranutritional Se may support nutrient sensing for optimal growth.

Whereas pathways involved in antigen processing and presentation were downregulated, pathways involved in lipid metabolism were primarily upregulated (16 upregulated genes: *ABCA6, ARNTL, ARSG, ACACB, ACOT11, ANKRD1, CPT1A, ERFE, F2, GPAT3, LIPE, PCK1, NR4A3, PNPLA2, OSBPL11,* and *SLC22A4;* and 4 downregulated genes: *ARRDC3, C1qTNF3, ZBTB7C,* and *SLC44A3*) in all three Se-supplementation calf groups. 

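The 4 genes listed as downregulated had a median log2 fold change of -0.44 in TR1, -0.35 in TR2 and -0.29 in TR3, and as a set adjusted p = 0.252, 0.173 and 0.690 from fry. ARRDC3 (ENSBTAG00000007116) in TR1 was at -0.84 (standard error 0.30), with 7 of 9 calves below the CTR median. C1QTNF3 (ENSBTAG00000017071) was at -0.88 (standard error 0.36) in TR2, ZBTB7C (ENSBTAG00000013306) at -0.43 in TR1, and SLC44A3 (ENSBTAG00000020344) at -0.46 in TR1, with 9 of 9 calves below the CTR median.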

The genes serve multiple functions: some are related to fat pad development (*ARRDC*), some are involved in fatty acid oxidation (*ACACB, ACOT11*, *CPT1A, GPAT3,* and *PCK1*), and others in lipid transport and metabolism (*LIPE* and *PNPLA2*). 

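CPT1A (ENSBTAG00000021999), an AMPK target beside ACACB and LIPE, had log2 fold changes of 0.31 (standard error 0.31), 0.78 (standard error 0.30) and 0.20 (standard error 0.31) in TR1, TR2 and TR3. Without TR3 calf A2065 the TR3 value was -0.06. The 13 AMPK target genes that the paper names for TR3 were tested in the other comparisons too. Their median log2 fold change was 0.25 in both, with 11 of 13 genes positive in TR1 (adjusted p = 0.0146 from fry) and 12 of 13 in TR2 (adjusted p = 2.08e-04). The adjusted p was under 0.05 in both comparisons with camera and in the other settings run for lists, which did not include leaving out a calf. In these comparisons 3 and 6 genes reached 0.05 adjusted over the list alone. The study named the genes on the same calves and against the same CTR group.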

Supranutritional maternal Se supplementation may increase fatty acid oxidation via the AMPK pathway given that AMPK molecular targets (i.e., *ACACB, CPT1A,* and *LIPE*) were upregulated in all supplementations group and that Zhang et al. [56] has reported increased levels of acylcarnitine in pigs fed a high-Se diet. Assessment of a subset of these calves at slaughter indicated a higher number of calves that had superior carcass quality classified as “*Certified Angus Beef^®^*” (CAB) from TR2 and TR3 cows (2 of 6 calves and 3 of 5 calves, respectively) compared with CTR and TR1 cows (0 of 6 calves and 0 of 7 calves, respectively; Fisher’s exact test: *p* = 0.01), indicating potentially better meat quality and marbling with supranutritional maternal Se-yeast supplementation. The CAB certification requires besides consistent sizing, maximum of 1-inch fat thickness, superior muscling and lack of quality deficits, a minimum of 5.8% evenly distributed intramuscular fat content of the LD muscle with medium to fine marbling texture [57]. This indicates potentially better meat quality and marbling with supranutritional maternal Se-yeast supplementation. All but 4 animals were classified as Choice grade; one CTR calf and one TR1 calf were classified as “Select” and one TR1 calf and one TR3 calf were not graded (No roll).

### 4.3. Effects of Supranutritional Maternal Se-Yeast Supplementation on Selenoproteins Gene Expression

We hypothesized that supranutritional maternal Se-yeast may increase Se deposition in LD muscle. Whereas the liver is more responsive to Se supplementation in terms of gene expression [58], the skeletal muscle is the main Se storage site in the form of selenomethionine-containing proteins [59]. In the current study, maternal supranutritional organic Se supplementation increased LD muscle Se concentrations in newborn calves of TR3 dams, indicating the opportunity to have extra Se stored as selenomethionine-containing proteins in TR3 calves.

Whereas Se deficiency dramatically decreases gene expression of selenoproteins, supranutritional Se supplementation of mice had limited effects on selenoprotein expression in liver and brain [13]. 

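Selenoproteins named in the supplementary tables numbered 5 and were tested as a list. Their median log2 fold change was 0.22 in TR1, 0.12 in TR2 and 0.03 in TR3, with 4 of 5 genes positive in each comparison. Adjusted p from fry was 0.259, 0.280 and 0.519. Other selenoproteins could not be paired with a gene ID and were not analysed here.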

In the current study, supranutritional maternal Se supplementation increased muscle gene expression of some selenoproteins. 

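SELENOP (ENSBTAG00000054085) had 84.0 ± 27.3 CPM (SD, n = 10) in CTR, 102 ± 27.9 CPM (SD, n = 9) in TR1 and 101 ± 16.0 CPM (SD, n = 9) in TR3. The log2 fold change was 0.22 (standard error 0.16, 7 of 9 calves above the CTR median) in TR1 and 0.21 (standard error 0.17, 9 of 9 above) in TR3. Neither had an unadjusted p under 0.05 with edgeR, and the differences were smaller than the SD within CTR.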

The Se-carrier protein gene *SELENOP* was upregulated in the TR1 vs. CTR and TR3 vs. CTR comparisons. 

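For SELENOO (ENSBTAG00000000647), 50.4 ± 9.12 CPM (SD, n = 10) were found in CTR, 61.5 ± 21.4 CPM (SD, n = 9) in TR1 and 61.9 ± 12.7 CPM (SD, n = 10) in TR2. The log2 fold change was 0.26 (standard error 0.15) in TR1, or 0.12 without TR1 calf A2052, and 0.31 (standard error 0.14, adjusted p = 0.589 from edgeR) in TR2, with 6 of 9 and 8 of 10 calves above the CTR median. In TR2 the unadjusted p was under 0.05 with edgeR. Adjusted over the list of 5 selenoproteins, 0 genes reached 0.05 in TR2.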

The mitochondrial *SELENOO* gene was upregulated in the TR1 and TR2 groups. Whereas the protein encoded by the *SELENOP* gene is involved in Se homeostasis and transport [60], the role of SELENOO is still under investigation [61]. Nevertheless, it has been suggested that SELENOO protein plays a role in response to oxidative stress and modulates global S-glutathionylation levels in the mitochondria [62]. In addition, the selenoproteins plasma *GPX3* and cytosolic *GPX1* were upregulated in TR1 and TR3 calves, respectively. 

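GPX3 (ENSBTAG00000043553) had 11.1 ± 7.56 CPM (SD, n = 9) in TR1 and 7.50 ± 2.16 CPM (SD, n = 10) in CTR, a log2 fold change of 0.42 (standard error 0.27), or 0.22 without TR1 calf A2047, with 4 of 9 calves above the CTR median. GPX1 (ENSBTAG00000054195) had 96.0 ± 15.2 CPM (SD, n = 9) in TR3 and 73.9 ± 18.3 CPM (SD, n = 10) in CTR, a log2 fold change of 0.34 (standard error 0.16) with 9 of 9 calves above the CTR median. For GPX1 the unadjusted p was under 0.05 and the adjusted p 1.00 with edgeR.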

The glutathione family finely tunes the redox balance to maintain cellular homeostasis [63]. In support, Juszczuk-Kubiak et al. [58] reported that Se-supplemented lambs had increased expression of *GPX1*, *SELENON*, *SELENOW*, and *SELENOP* (12 selenoprotein genes were tested) in LD muscle.

We previously reported that supranutritional organic Se supplementation had a limited effect on selenoprotein gene expression in whole blood neutrophils. Supranutritional organic Se supplementation (via agronomic biofortification of feedstuffs) in weaned beef calves during the backgrounding period did not significantly affect gene expression of five selenoproteins (*SELENOW*, *GPX1*, *GPX4*, *TXNRD1*, and *TXNRD2*) [55]. Supranutritional organic Se-yeast supplementation in ewes increased gene expression of *SEPS1* and *GPX4* and decreased *DIO3* (eight selenoprotein genes were tested) [54]. Gao et al. [1] reported that maternal Se supplementation of chicken increased *SELENOW* gene expression in the breast muscle of their offspring; however, in the current study, *SELENOW* gene expression was not significantly altered by maternal supranutritional Se supplementation in beef cattle nor was it in our previous organic Se supplementation studies.

In summary, maternal supranutritional organic Se supplementation in the last trimester of pregnancy can deposit some of the extra selenomethionine from Se-yeast into the developing muscle of the fetus, but has limited effects on selenoprotein gene expression in LD muscle, except for the Se-transport protein *SELENOP* and some of the more abundant selenoproteins (*GPX1* and *GPX3*). This is to be expected as excess selenomethionine from Se-yeast replaces methionine in skeletal muscle protein synthesis. Muscle selenomethionine is released during proteolysis and can then be converted to selenocysteine for selenoprotein synthesis, if there is a need for increased synthesis of selenoproteins, e.g., because of metabolic stress.

Selenomethionine in proteins may alter the reactivity of protein in which it is incorporated. Replacement of methionine by selenomethionine has limited effects on the structure of proteins but may alter protein reactivity as Se can exchange electrons easier than sulfur [63]. The fact that many of the supranutritional maternal Se-yeast supplementation effects happened in the absence of elevated muscle Se and the strong impact on specific signal transduction pathways (i.e., AMPK signaling pathway and FOXO signaling pathway) suggest that selenomethionine may modulate metabolic functions through methylation, phosphorylation, or both, which will be the focus of future studies.

## 5. Conclusions

Our findings suggest that supranutritional maternal Se supplementation plays a pivotal role in programming muscle gene expression. Additionally, Se differentially modulates offsprings’ muscle gene expression according to the trimester of pregnancy. The results suggest a beneficial effect of Se supplementation during the last third of gestation as the myogenic factors were upregulated. However, further investigation is still needed to confirm this finding and the long-term consequences on offspring muscle development and function.

## Figures and Tables

**Figure 1:**
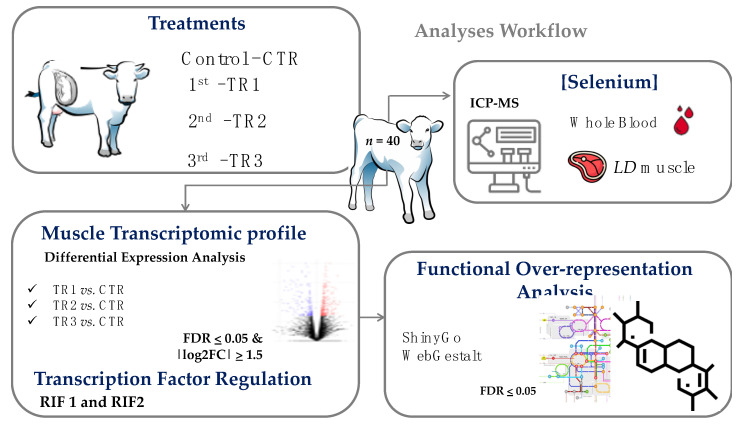
Experimental design and analyses workflow of the study. Pregnant beef cows received, except the control group (CTR), weekly supranutritional selenium-yeast boluses (105 mg Se/wk) during the first (TR1), second (TR2), or third (TR3) trimester of gestation. Whole blood and *Longissimus dorsi* (LD) muscle selenium concentration and LD muscle RNA-Seq were assessed in their newborn calves.

**Figure 2:**
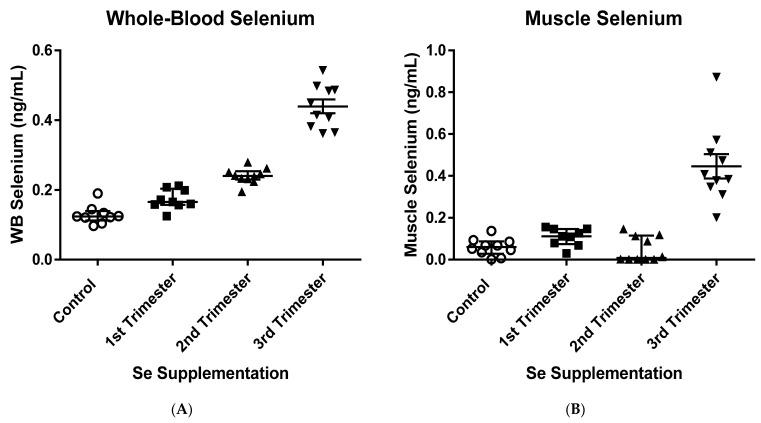
Selenium (Se) concentrations in newborn calves born to dams receiving weekly supranutritional organic Se-yeast boluses (105 mg Se/wk) during different trimesters of pregnancy. (**A**) Whole-Blood Se: All four treatment groups differed at *p* < 0.01 from each other, with the lowest and highest WB-Se concentrations in calves of control (CTR) and in 3rd trimester (TR3) dams, respectively. (**B**) Muscle Se: Calves of Se-supplemented dams in TR3 had higher muscle Se concentrations compared with the two other Se-treatment groups and CTR calves (all *p* < 0.0001), which did not differ from each other (all *p* > 0.10). Horizontal bars refer to mean ± SEM; dots refer to individual calf values.

**Figure 3:**
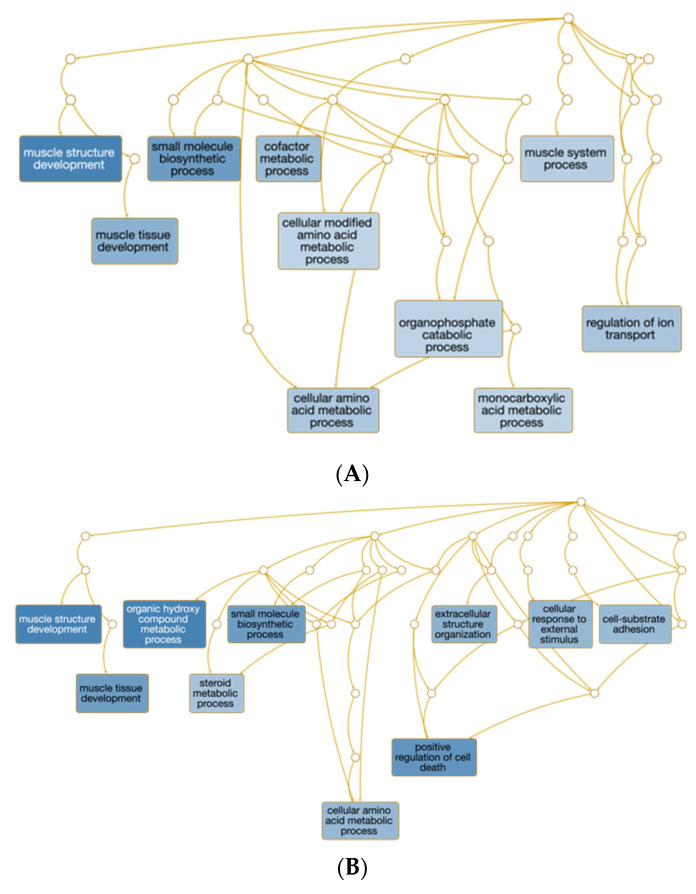

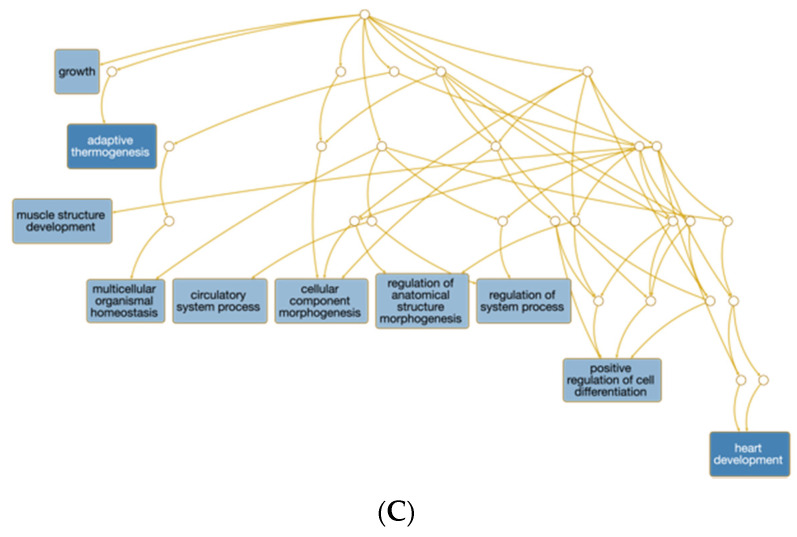
WebGestalt directed acyclic graph of the biological processes over-represented by the differentially expressed protein-coding genes. Differentially expressed genes were identified based on the contrasts between calves from dams in the control group (CTR) with those that received weekly supranutritional Se-yeast boluses (105 mg Se/wk) during the first (TR1), second (TR2), or third (TR3) trimester of gestation. Only the top ten significant over-represented terms containing five or more genes are shown. The darker the blue background color in the squares, the more significant the term is (FDR < 0.05). (**A**) TR1 vs. CTR, (**B**) TR2 vs. CTR, and (**C**) TR3 vs. CTR.

**Figure 4:**
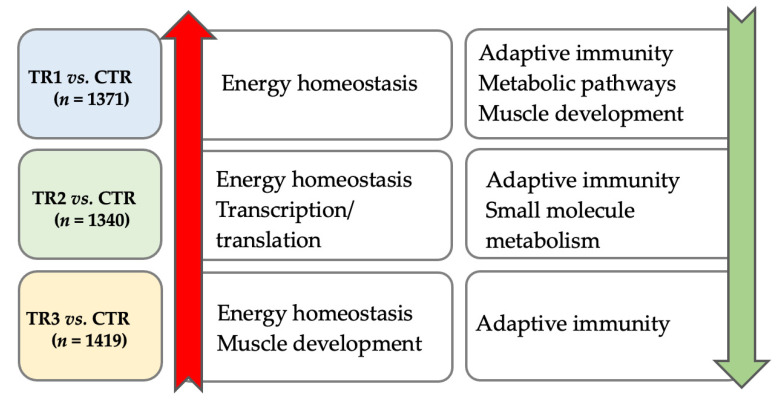
Summary of functional over-representation and gene enrichment analysis of differentially expressed protein-coding genes (DEGs) from the three Se-supplementation vs. CTR comparisons using ShinyGO v0.61 and WebGestalt. Differentially expressed genes were identified based on the contrasts between calves from dams in the control group (CTR) with those that received weekly supranutritional Se-yeast boluses (105 mg Se/wk) during the first (TR1), second (TR2), or third (TR3) trimester of gestation. Numbers under the treatment comparisons represent DEGs for each of the three Se-supplementation vs. CTR comparisons (i.e., TR1 vs. CTR, TR2 vs. CTR, and TR3 vs. CTR). The three comparisons shared biological processes and pathways involved in energy homeostasis being upregulated and biological processes and pathways involved in adaptive immunity being downregulated. Whereas biological processes and pathways involved in muscle development were upregulated in newborn calves from TR3 dams, they were downregulated in newborn calves from TR1 dams.

**Figure 5:**
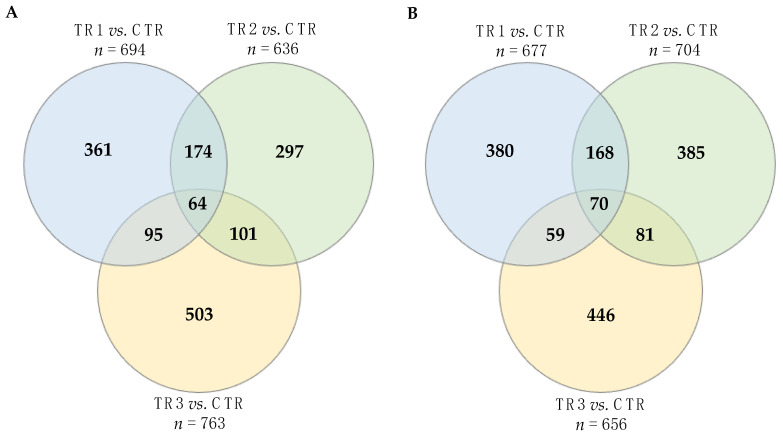
Unique and overlapping differentially expressed genes (DEGs) across treatments: (**A**) upregulated genes and (**B**) downregulated genes. DEGs were identified based on the contrasts between calves from dams in the control group (CTR) with those that received weekly supranutritional Se-yeast boluses (105 mg Se/wk) during the first (TR1), second (TR2), or third (TR3) trimester of gestation. The six numbers outside the circles represent number of (**A**) up or (**B**) downregulated DEGs for each of the three Se-supplementation vs. CTR comparisons (i.e., TR1 vs. CTR, TR2 vs. CTR, and TR3 vs. CTR). The 14 numbers inside the circles represent number of DEGs that were (**A**) up or (**B**) downregulated uniquely in one of the three Se-supplementation vs. CTR comparisons, as well as DEGs that were shared in up or downregulation between two or three Se-supplementation vs. CTR comparisons.

**Figure 6:**
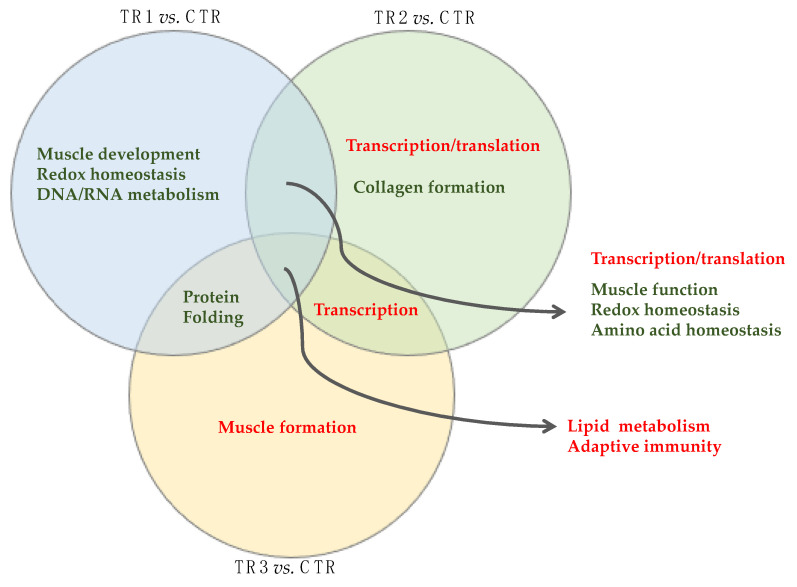
Summary of functional over-representation and gene enrichment analysis of the unique and shared differentially expressed protein-coding genes (DEGs) from the three Se-supplementation vs. CTR comparisons analyzed using ShinyGO v0.61 and WebGestalt. Differentially expressed genes were identified based on the contrasts between calves from dams in the control group (CTR) with those that received weekly supranutritional Se-yeast boluses (105 mg Se/wk) during the first (TR1), second (TR2), or third (TR3) trimester of gestation (i.e., TR1 vs. CTR, TR2 vs. CTR, and TR3 vs. CTR). Next, genes were allocated into seven groups: uniquely changed in direction by TR1, uniquely changed in direction by TR2, uniquely changed in direction by TR3, uniquely changed in same direction by TR1 and TR2, uniquely changed in same direction by TR2 and TR3, uniquely changed in same direction by TR1 and TR3, and uniquely changed in same direction by TR1, TR2, and TR3. Up and downregulated biological processes are color coded as red and green, respectively. All three contrasts shared biological processes and pathways involved in lipid metabolism (upregulated) and biological processes and pathways involved in adaptive immunity (downregulated). Whereas biological processes and pathways involved in muscle development were upregulated in newborn calves from TR3 dams, they were downregulated in newborn calves from TR1 dams. Genes involved in collagen formation were downregulated by TR2 Se-supplementation. In addition, TR1 and TR2 shared downregulation of genes involved in redox and amino acid homeostasis.

## Data Availability

All relevant data are within the paper and its Supplementary Information files. All sequencing data is publicly available on NCBI’s Gene Expression Omnibus (GSE189456).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12121884/s1. Table S1: Muscle RNA sequencing summary and mapping statistics. Table S2: Differentially expressed genes between TR1 vs. CTR groups from muscle tissue. Table S3: Differentially expressed genes between TR2 vs. CTR groups from muscle tissue. Table S4: Differentially expressed genes between TR3 vs. CTR groups from muscle tissue. Table S5: Over-represented biological processes of protein coding differentially expressed genes for each of the group contrasts from muscle tissue. Table S6: Over-represented biological processes of upregulated genes for each of the group contrasts from muscle tissue. Table S7: Over-represented biological processes of downregulated genes for each of the group contrasts from muscle tissue. Table S8: Over-represented KEGG pathways of upregulated genes for each of the group contrasts from muscle tissue. Table S9: Over-represented KEGG pathways of downregulated genes for each of the group contrasts from muscle tissue. Table S10: Differentially expressed genes in the same direction shared by all three treatments vs. CTR comparisons. Table S11: Transcription factors identified as putative regulators of differentially expressed genes in muscle for TR1 vs. CTR based on the RIF1 and RIF2. Table S12: Transcription factors identified as putative regulators of differentially expressed genes in muscle for TR2 vs. CTR based on the RIF1 and RIF2. Table S13: Transcription factors identified as putative regulators of differentially expressed genes in muscle for TR3 vs. CTR based on the RIF1 and RIF2. Table S14: Transcription factors identified as differentially expressed and potential key regulators based on the Regulatory Impact Factor metrics. Figure S1: Biological processes over-represented by the key transcription factors. Figure S2: Curated WikiPathways over-represented by the key transcription factors.

How the deposited data were processed for this re-analysis (not part of the article)

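The authors removed adapters and low-quality reads, mapped the remaining reads to ARS-UCD1.2 with STAR and counted reads per Ensembl gene in its gene count mode. The deposited table holds the raw count of each of 27607 genes in 38 calves, with no row that is not a gene and no column left unused. The paper's text does not name the strand column that was kept. Every value here was computed from these counts, and no read was mapped again. Total counts per calf ranged from 12921223 to 17471666.

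Of the genes, 21038 had at least 1 count. edgeR's filterByExpr, given sex and treatment group, kept 12964, and these were tested. Counts were normalized with TMM. The main test was the quasi-likelihood F-test of edgeR 4.0.16 (estimateDisp, glmQLFit) on all 38 calves, with dam age as a linear term, offspring sex and treatment group. P values were adjusted by Benjamini-Hochberg and called at 0.05, also together with a log2 fold change of 1.5 in size. Standard errors are the log2 fold change divided by the root of F. The comparisons were TR1, TR2 and TR3 vs. CTR, TR3 vs. TR1, any difference among the groups, and female vs. male.

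The authors' differential expression, run after DESeq2's variance-stabilizing transformation, is scaled over genes in Tables S2 to S4. The same scale was computed from the counts with DESeq2 1.42.0 (vst, not blind to the design) and counted at 1.5 in size. It is not a test.

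Gene lists were tested with fry of limma 3.58.1 on the same counts and design, adjusted over 20 lists and 3 comparisons. Lists not taken from the paper came from general knowledge of the pathway or cell type. Gene symbols came from the supplementary tables, because the gene reference supplied had an empty column for Ensembl IDs. The tables name 2880 gene IDs, so that other members of a list were not analysed here. Correlations across calves were tested with 100000 permutations.

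Alternatives set before the data were examined were DESeq2 in place of edgeR, library size in place of TMM, no filter, no covariates, dam age as a factor, sex left out, a robust fit, only the 2 groups compared, and each calf left out in turn. For the standardized difference they were log2 CPM with a prior count of 2, a blind transformation, no filter, adjustment for dam age and sex, and library-size factors. For lists, the alternatives were camera with estimated correlation, library size, no filter, no covariates, dam age as a factor, sex left out and only the 2 groups compared, and no list was tested with a calf left out. The number in the calf's name and a glucocorticoid and fasting score, each as a linear term, were added after seeing the data.

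The genes to be given with values are those that the paper names in its results or discussion as changed or unchanged in this study. To these were added, in each of TR1, TR2 and TR3 vs. CTR and in TR3 vs. TR1, the 3 genes with a symbol, a mean of at least 1 CPM and the largest log2 fold change in size among those at an adjusted p of 0.05, or the smallest p where fewer than 3 passed. Genes of Table S14 are given as counts only. A single gene named in the paper was left out of the text, and its result is not reported here. The counts of genes, the overlaps and correlations between comparisons, the number of list tests that passed, and the p of the lipid and AMPK lists were set beside 100 splits of the calves, the real one included. Values of single genes and the p of other lists were not. Calls were also tried on simulated counts with known changes, in which genes were drawn independently of each other.

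The regulatory impact factor, the coexpression network and the enrichment of GO terms and KEGG pathways were not computed here. Body weights, Se concentrations and carcass data were not used here. The scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.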

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

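The comparison of females and males and the test of single calves against library size were set beforehand, and the other tests were chosen after seeing the results. Dixon's ratio of the gap to the range was taken for 27 measures in 4 groups. Of 108 ratios 13 passed the critical value, where chance passes about 1 in 20 groups, or 5.4 here.

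TR1 calf A2052 had the highest PC1 (ratio 0.698) and the highest score of glucocorticoid and fasting genes (0.67), and the lowest fibroblast score (0.507). Its score was also the highest for the lipid genes listed as upregulated (0.592) and the lowest for those listed as downregulated (0.598). These measures are not independent, since one calf supplies all of them. TR3 calf A2033 had the highest PC3 (0.561) and the lowest fast fibre score (0.666). Among CTR calves, A2042 had the highest adipocyte score (0.473), A2091 the lowest clock score (0.504), A2096 the lowest collagen score (0.537), A2035 the lowest glycine score (0.525) and A2098 the highest score of myosin chains (0.501). TR3 calf A2102 had the highest erythroid score (0.612).

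Library size is argued against as the source of these values: of the 8 calves, 1 (A2091) had the highest or lowest total count of its group. For blood in the biopsy of A2102, all 3 erythroid genes with a symbol were highest in this calf within TR3, but these genes make up the score, so the value says nothing beyond it and blood cannot be told apart from other sources. For fat in the biopsy of A2042, all 5 adipocyte genes with a symbol were highest in this calf within CTR, and for the same reason fat cannot be told apart from other sources. What set the remaining calves apart was not tested.

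Genes that differ between the sexes are not reported in the paper. In edgeR's fit 4 genes reached an adjusted p of 0.05 for female vs. male, all higher in females. Only 1 of 100 splits of the sex labels, the real one, gave as many. A swap of labels between a female and a male is argued against, because 0 calves go against their label in ENSBTAG00000054758, which had at least 5.81 CPM in each of 14 females and 0 counts in 24 males. This gene was chosen after its values were seen. It cannot show a swap among calves of the same sex, which was not tested.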

How the results depend on the processing

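Calf number and the glucocorticoid and fasting score were tests chosen after seeing the results, and all others were set beforehand. No paired analysis was possible because the calves had different dams and the groups share no replicate numbers. The paper describes a randomized complete block design, and blocks were not used here because the sample labels do not give them. Where no reason is given, the cause was not tested.

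For genes at an adjusted p of 0.05, edgeR gave 0 in each comparison with CTR. In TR1, calf number as a covariate gave 1 (ENSBTAG00000014765, named after its values were seen). In TR2, DESeq2 gave 1 (ACACB). In TR3, no filter on low counts gave 2, with or without a log2 fold change of 1.5. These were ENSBTAG00000000619 (log2 fold change 10.86) and ENSBTAG00000030542 (8.93), which the filter removes, and they were named after their values were seen. In the same fit both genes were also called for sex and were higher in males. Their log2 fold changes for sex were 8.54 and 9.01 (adjusted p = 6.2e-05 and 0.0016 from edgeR). The standardized difference of VST means gave 1366, 1342 and 1417 in place of the adjusted p, with or without a log2 fold change of 1.5, because it has no term for the spread between calves. With the glucocorticoid and fasting score as a term, 0 genes were called in each.

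Without the filter, the standardized difference passed 2335, 2239 and 2422 genes in TR1, TR2 and TR3. Other results moved as well without it: TR3 vs. TR1 gave 11 genes, any of the 4 groups 13, female vs. male 11 and the overlap of all 3 comparisons 253. DESeq2 gave 7 for female vs. male, and VST adjusted for dam age and sex gave an overlap of 79.

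Leaving out each calf in turn gave 0 to 1 genes at an adjusted p of 0.05 in TR1, 0 to 1 in TR2 and 0 to 0 in TR3. The 1 in TR1 came without CTR calf A2075 and without CTR calf A2096 (ENSBTAG00000014765), and the 1 in TR2 without TR2 calf A2068 (ACACB). The standardized difference gave 1304 to 1408, 1311 to 1379 and 1357 to 1440.

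The sign of a log2 fold change reversed for NR4A3 in TR3 (0.58 with no covariates, 0.49 with sex left out, 0.43 with only the 2 groups compared), MYH1 in TR3 (-0.0861) and MYH6 in TR3 (0.0531) with only the 2 groups compared. It reversed for FOXO1 in TR1 with dam age as a factor (-0.0618), and for PCK2 in TR1 with dam age as a factor (-0.0128) and with only the 2 groups compared (-0.0964). ZNF511 in TR1 reversed with library size only (0.0329) and dam age as a factor (0.0255). In TR3 vs. TR1, library size only reversed ACACB (-0.0488), PFKFB4 (-0.0612) and SLC2A4 (-0.0354), and the 2 groups alone reversed PFKFB4 (-0.0432). ACACB in TR2 was stronger with DESeq2 (adjusted p = 0.0137).

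The direction of a list reversed, each at a large adjusted p, with library size only for fibroblast markers in TR1 (0.977), slow fibre genes in TR1 (0.995) and myosin heavy and light chains in TR2 (0.839). With dam age as a factor it reversed for myosin heavy and light chains in TR2 (0.906) and TR3 (0.915). With no covariates it reversed for collagens in TR3 (0.996) and developmental myosins in TR3 (0.955). With only the 2 groups compared it reversed for clock genes in TR1 (0.936), collagens in TR1 (0.924) and fast fibre genes in TR3 (0.888). The upregulated lipid list in TR3 was stronger with camera (0.0480) and with only the 2 groups compared (0.00891), and in TR1 weaker with dam age as a factor (0.0922). The AMPK list in TR3 was weaker with library size only (0.0642), and fibroblast markers in TR2 with dam age as a factor (0.103).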

Differences from the paper's values

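The tests compared here were set before the values were seen. The paper reports 694 upregulated and 677 downregulated genes in TR1, 636 and 704 in TR2, and 763 and 656 in TR3. edgeR's test gave 0 up and 0 down in TR1, 0 and 0 in TR2, and 0 and 0 in TR3. No setting of edgeR or DESeq2 closed this gap: DESeq2 gave 1 upregulated gene in TR2 and edgeR without the filter on low counts 2 in TR3. The standardized difference of VST means closes it, with 693 and 673 in TR1, 631 and 711 in TR2, and 763 and 654 in TR3, and with a blind transformation 694 and 679, 636 and 706, and 763 and 657. The paper's methods state an FDR of 0.05 and a log2 fold change of 1.5, while the column Diff of Tables S2 to S4 follows the standardized difference at 1.5.

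Directions differed for genes that edgeR's fit places against the paper. ANKRD1, upregulated in the paper, was at -0.91, -0.19 and -0.99 in TR1, TR2 and TR3, and NR4A3, upregulated in the paper, at -0.08 in TR3. PCK2, downregulated in TR1 in the paper, was at 0.06. MYH3 and MYH6, upregulated in TR3 in the paper, were at -0.92 and -0.13. The standardized difference has the paper's direction for each of them. MYF3 (MYOD1), downregulated in TR1 in the paper, was at 0.12, or -0.08 without TR1 calf A2057, with a standardized difference of -1.46, and Table S2 does not list it.

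The sample labels give 4 females in CTR, where the paper's methods give 3. They give 10 calves in TR2 and 9 in TR3, where the paper's methods give 11 and 10 biopsied calves.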

Other observations

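Tests of PC1 against a few genes, fat, blood and treatment group, of MHC class II against treatment group, and of calf number against library size and dam age were chosen before their results were seen, and the other tests were chosen after seeing the results. The rule that gives no verdict to treatment group, and to fat and blood on PC1, and the limit of 1300 CPM for MYH1, were also set after the values were seen.

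In splits of the calves, labels were moved over all calves, and counts are of 100 splits with the real one included. Genes at an adjusted p of 0.05 were as many in 100 splits for each comparison, with or without a log2 fold change of 1.5, which says nothing because edgeR called 0 in the real split (331, 1081 and 175 at an unadjusted p under 0.05 in TR1, TR2 and TR3, and 0, 1 and 0 called by DESeq2). For an unadjusted p under 0.05, 86, 12 and 100 splits gave as many genes in TR1, TR2 and TR3, 34 in TR3 vs. TR1 and 31 for any group. For the standardized difference, 55, 64 and 24 splits did, which decides nothing. It is divided by its own SD over genes, so its count hardly depends on the labels. Other splits gave 1189 to 1525, 1180 to 1508 and 1240 to 1509 genes in TR1, TR2 and TR3. The overlap of all 3 comparisons was as large in 85 splits. Genes upregulated in TR1 and TR2 only were as many in 7 splits and those downregulated in 9. A chance division of the calves is not argued against by these counts at an unadjusted p or by the overlaps.

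Of 60 list tests, 6 reached an adjusted p of 0.05 with fry, in 3 lists: AMPK targets in TR1, TR2 and TR3, upregulated lipid genes in TR1 and TR2, and fibroblast markers in TR2. camera kept all 6 and added 1. Only 1 of 100 splits, the real one, gave as many, but 5 of the 6 belong to lists that the study chose on the real groups, so that other splits are bound to give fewer. For lists not named in the paper 5 splits gave as many, and a chance division of the calves is not argued against. Sets drawn in each split among genes that pass in all 3 comparisons had a p as small as the lipid list in 61, 27 and 98 splits for TR1, TR2 and TR3, so choice on the same calves may account for the lipid result. Sets drawn among genes that pass in TR3 had a p as small as the AMPK list in 52 splits for TR3, 2 for TR1 and 1 for TR2. The draws imitate a choice in TR3 alone, whereas ACACB, CPT1A, LIPE and PCK1 are also among the lipid genes chosen in all 3 comparisons and the paper reports the pathway as upregulated in each. For TR1 and TR2, choice on the same calves therefore cannot be told apart from other sources.

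Along PC1, which held 17.9% of the variance, TR1 calf A2052 (79.0) and TR2 calves A2023 (73.1), A2100 (56.7) and A2099 (36.2) lay highest. PC1, made without the list, followed the glucocorticoid and fasting score (r = 0.776, rho = 0.549, permutation p = 1e-05, adjusted p = 4.5e-05 over 9 relations, r = 0.645 without A2052 and A2099, the calves farthest from the median). A p of 1e-05 is the smallest the permutations can give. Library size (r = 0.0375, rho = -0.128, p = 0.821, r = -0.166 without A2100 and A2066) is argued against. A few genes taking most of the counts are argued against too, because without TMM 31.8% of genes moved down along the component. Fat, measured by a score of 5 genes, stays open (r = -0.227, rho = -0.131, p = 0.166, r = -0.288 without A2040 and A2042). Blood, measured by a score of 3 genes, stays open: r = -0.345 (p = 0.0334, adjusted p = 0.0751, r = -0.349 without A2032 and A2042) and rho = -0.417 (p = 0.00961). Treatment group stays open as well (p = 0.189, 12.7% of the variance). A stress or fasting state of single calves is a candidate explanation by the r of 0.776, and handling and feeding before the biopsy were not analysed here. It is not the only candidate. The fast fibre score was not tested against PC1, and MYH4 had rank 2 by size of loading on it (-0.0578), so fibre type stays open as well.

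With the glucocorticoid and fasting score as a term, which is built from the same data, the upregulated lipid list had a fry p of 9.03e-04, 1.97e-04 and 3.88e-04 in TR1, TR2 and TR3. Its median log2 fold change went from 0.62 to 0.39 in TR1, from 0.78 to 0.42 in TR2 and from 0.31 to 0.41 in TR3. Since genes chosen this way have a fry p under 0.05 in 96, 96 and 99 of 100 splits, the p is small whatever the score explains, and this response cannot be told apart from other sources of the lipid result. The AMPK list, chosen on the same calves as well, had a fry p of 0.00159, 1.94e-05 and 4e-05 with the score, and its median went from 0.25 to 0.14 in TR1, from 0.25 to 0.35 in TR2 and from 0.28 to 0.32 in TR3. Fibroblast markers in TR2 went from a fry p of 0.00186 to 0.0195, without adjustment over lists. The genes at an unadjusted p under 0.05 in TR2 fell to 407, or to 441 in a second fit with the score. Both lie below the 648.2 expected by chance, as does the 552 with dam age as a factor. An excess over chance is not established by the 1081, since 12 of 100 splits gave as many genes and other splits gave 164 to 2395. Whether the response accounts for an excess can therefore not be decided from the fall. The score's list itself had a median log2 fold change of 0.65, 0.81 and -0.32 in TR1, TR2 and TR3 (adjusted p = 0.574, 0.230 and 0.829 from fry).

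The score of 7 MHC class II genes followed the interferon gamma score, made of 11 genes outside that list (r = 0.896, rho = 0.890, p = 1e-05, adjusted p = 4.5e-05, r = 0.855 without A2034 and A2038) and the macrophage score (r = 0.475, rho = 0.319, p = 0.00275, adjusted p = 0.00825, r = 0.291 without A2100 and A2023). Library size is argued against (r = 0.0907, rho = 0.181, p = 0.582, r = 0.235 without A2100 and A2066). Treatment group (p = 0.215, 12.2% of the variance) cannot be told apart from no relation. An immune response of single calves could be the source by the r of 0.896, and it stays open what set it off. The interferon gamma list had adjusted p = 0.690, 0.173 and 0.935 from fry in TR1, TR2 and TR3. In TR2, 12 of its 12 genes were negative with a median of -1.02, and 10 reached 0.05 adjusted over the list alone, while 0 genes reached it over all genes tested with edgeR (1081 at an unadjusted p under 0.05) and 1, ACACB, with DESeq2. The macrophage list had 0.820, 0.690 and 0.879. Adipocyte markers had 0.935, 0.519 and 0.686, erythroid markers 0.711, 0.464 and 0.799, and clock genes 0.878, 0.801 and 0.878. In TR3 the clock genes had a downward direction by fry and a median of 0.02, and the collagens an upward one with a median of -0.13 and a mean of -0.05.

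The number in the calf's name was tested as a linear term. It reached an adjusted p of 0.05 in 6 genes, 5 of them lower with a higher number, and 1 of 100 splits, the real one, gave as many. Library size (r = 0.0951, rho = -0.00886, p = 0.575, r = -0.0635 without A2100 and A2066) and dam age (r = 0.243, rho = 0.272, p = 0.141, r = 0.362 without A2035 and A2058) are argued against, and dam age was also in the fit. Birth order, processing order and sire stay open. By the paper's methods, cows that did not conceive from insemination were bred later by several bulls, and sire was not analysed here.

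MYH1 lay under 1300 CPM in TR3 calf A2033 (827), CTR calves A2034 (939) and A2035 (1024), and TR1 calves A2040 (615) and A2052 (1274), and at 5894 CPM or more in the other 33. The summed CPM of MYH1, MYH2 and MYH4 lay below all of the other 33 calves in 3 of the 5: A2033 (18812), A2040 (19936) and A2052 (9679), against a lowest of 20207. TNNT3, which is not a myosin, was lowest in the same calves (6023, 5501 and 3680 CPM, against a lowest of 7955), and MYH4 was under 1 CPM in all 5. These values go with a low fast fibre share in A2033, A2040 and A2052. In A2034 and A2035 the sum (22956 and 25607) and TNNT3 (8709 and 9430 CPM) lay within the range of the other calves. Within CTR, these calves nevertheless had the lowest TNNT3 and the highest scores of slow fibre genes (0.23 and 0.89). ATP2A2, which is not a myosin either, was also highest in them within CTR (7323 and 6070 CPM). For the 5 calves as a set, reads shared between myosin paralogs cannot be told apart from a low fast fibre share.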
